# The 15kDa Selenoprotein and Thioredoxin Reductase 1 Promote Colon Cancer by Different Pathways

**DOI:** 10.1371/journal.pone.0124487

**Published:** 2015-04-17

**Authors:** Petra A. Tsuji, Bradley A. Carlson, Min-Hyuk Yoo, Salvador Naranjo-Suarez, Xue-Ming Xu, Yiwen He, Esther Asaki, Harold E. Seifried, William C. Reinhold, Cindy D. Davis, Vadim N. Gladyshev, Dolph L. Hatfield

## Abstract

Selenoproteins mediate much of the cancer-preventive properties of the essential nutrient selenium, but some of these proteins have been shown to also have cancer-promoting effects. We examined the contributions of the 15kDa selenoprotein (Sep15) and thioredoxin reductase 1 (TR1) to cancer development. Targeted down-regulation of either gene inhibited anchorage-dependent and anchorage-independent growth and formation of experimental metastases of mouse colon carcinoma CT26 cells. Surprisingly, combined deficiency of Sep15 and TR1 reversed the anti-cancer effects observed with down-regulation of each single gene. We found that inflammation-related genes regulated by Stat-1, especially interferon-γ-regulated guanylate-binding proteins, were highly elevated in Sep15-deficient, but not in TR1-deficient cells. Interestingly, components of the Wnt/β-catenin signaling pathway were up-regulated in cells lacking both TR1 and Sep15. These results suggest that Sep15 and TR1 participate in interfering regulatory pathways in colon cancer cells. Considering the variable expression levels of Sep15 and TR1 found within the human population, our results provide insights into new roles of selenoproteins in cancer.

## Introduction

Colon cancer remains the second leading cause of cancer-related deaths [1]. Supplemental dietary selenium has been reported to reduce the incidence and mortality from colon cancer in humans [2] and animals with suboptimal selenium levels [3]. These cancer-preventive properties are primarily mediated through selenoproteins [4], suggesting an underlying genetic susceptibility to colon cancer. Three selenoproteins have been implicated in both prevention and promotion of cancer: the 15kDa selenoprotein (Sep15) [5–7], thioredoxin reductase 1 (Txnrd1, TR1) [8], and glutathione peroxidase 2 (GPx2) [9]. Furthermore, studies of single nucleotide polymorphisms revealed an association of both TR1 and selenoprotein P (SEPP1) with advanced colorectal adenomas in humans [10]. We previously examined the dual personalities of the first two selenoproteins [7,8,11,12], and here, we have further investigated their interactions in their regulation of colon cancer. Sep15 and TR1 belong to the thiol-oxidoreductase group of selenoproteins [13]. TR1 is a major redox-regulator in mammalian cells and is also involved in cell proliferation, angiogenesis, transcription, and DNA repair [14,15]. The physiological function of Sep15 remains poorly understood, but it may be involved in rearrangement of disulfide bonds or serve as a reductase for incorrectly formed disulfide bonds in misfolded glycoproteins bound to UDP-glucose:glycoprotein-glucosyl-transferase (UGGT) [16].

We previously demonstrated that loss of TR1 reversed the malignant properties of LLC1 mouse lung cancer cells [17]. Similarly, loss of Sep15 reversed the cancer phenotype of murine [18] and human colon cancer cells [19]. Because both proteins are selenoproteins, it is possible that they have additive or synergistic effects. Sep15 is differentially expressed in some human cancers [20,21], and TR1 is up-regulated in many cancers [14]. Herein, we examined the relationship between Sep15 and TR1 in mouse CT26 colon adenocarcinoma cells with regard to the roles of these selenoproteins in colon tumorigenesis. Interestingly, removal of these two selenoproteins appeared to achieve the reversal of cancer phenotypes through very different pathways, and, unexpectedly, a combined lack of Sep15 and TR1 was compensated by up-regulation of components in the Wnt/β-catenin signaling pathway.

## Materials and Methods

### Accession Codes

Microarray data are accessible through the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo; accession # GSE55488).

### Materials

Murine CT26 colon cancer cells were purchased from ATCC (Manassas, VA), and only low passage numbers were used. The pSilencer2.0 U6-Hygro-vector was from Ambion (ThermoFisher Scientific, Rockford, IL), fetal bovine serum, phosphate-buffered saline (PBS), RPMI 1640, hygromycin B, NuPAGE 4–12% polyacrylamide gels, SeeBlue Plus2 protein markers, lithium dodecylsulfate (LDS) sample buffer, Lipofectamine2000, polyvinylidene difluoride (PVDF) membranes, and TRIzol reagent from Invitrogen (Carlsbad, CA), and 5,5′-dithiobis(2-nitrobenzoic acid) and aurothioglucose from Sigma-Aldrich (St. Louis, MO). Antibodies against Sep15 and TR1 were generated in rabbits by Epitomics/Abcam (Cambridge, MA) using a synthetic peptide (Sep15) or recombinant protein (TR1) as antigens, and were validated in our lab for this company. Rabbit-anti-Alpha fetoprotein (Afp) antibody and horseradish peroxidase–conjugated secondary antibody against goat were obtained from Abcam (Cambridge, MA), and mouse anti-phospho-β-catenin primary antibody from Cell Signaling (Danvers, MA). Antibodies against β-actin, α-tubulin, guanylate binding-protein-1 (Gbp-1), Stat1 (p84/p91), and interferon-induced protein 44 (Ifi44) were from Santa Cruz Biotechnology (Dallas, TX). Horseradish peroxidase–conjugated secondary antibody against rabbit was from Sigma-Aldrich (St. Louis, MO). SuperSignal West Dura substrate and horseradish peroxidase–conjugated secondary antibody against mouse were from Pierce (ThermoFisher Scientific, Rockford, IL), and iScript cDNA Synthesis kit and SYBRGreen Supermix from Bio-Rad Laboratories (Hercules, CA). Real-time RT-PCR primers were from Sigma-Genosys (St. Louis, MO), noble agar from Becton Dickinson (Franklin Lakes, NJ), and black India ink from Winsor & Newton. Other reagents were of the highest commercially-available quality.

### Targeted down-regulation of Sep15, TR1, and TR1/Sep15

The pU6-m3 vector used for generating short hairpin RNA (shRNA) targets, and stable transfection of shSep15 and shTR1 CT26 colon cancer cells were constructed as described [17,18,22], and only low passage numbers were used for experiments. Sep15- and TR1-deficient and the corresponding CT26 parental cells were transfected with identical vectors (see [15,17] for details) except for the shRNAs. We investigated two shRNA oligonucleotide sequences, and several independent cell clones of these sequences resulted in very similar decreases in both mRNA and protein levels. The two shRNA oligonucleotide sequences for Sep15 and TR1 have been shown previously to result in similar reversal of cancer phenotype [17,18]. The double-knockdown cells incorporated both of the validated constructs. Cells with double-knockdown of Sep15 and TR1 together were prepared as described [22].

### Cell culture and cell growth assays

Mouse colon cancer CT26 cells were cultured in complete growth medium (RPMI1640 supplemented with 10% fetal bovine serum and 1% sodium pyruvate) in a humidified atmosphere (5% CO_2_, 37°C). Cells were stably transfected with shSep15, shTR1, a combination of the shTR1 and shSep15 constructs, or the empty pU6-m3 vector (control) using Lipofectamine2000 by selecting cells in the presence of 500 μg/mL hygromycin B. Cell growth was monitored by seeding 1×10^5^ cells/well in six-well plates in complete growth medium and counting cells for four days.

### RNA analysis

Total RNA was extracted from cells with TRIzol. cDNA was synthesized with iScript and 1.5 μg of total RNA according to the manufacturer’s instructions. For quantitative real-time RT-PCR (qPCR), 1.5 μL cDNA were added to 20-μL reactions with the DNA Engine Opticon2 Real-Time PCR Detection System (Bio-Rad Laboratories). The primers for qPCR are shown in S1 Table. mRNA levels of selenoproteins were calculated relative to the expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), used as an internal control.

### Western blotting analyses

Protein samples extracted from the four stably-transfected CT26 cell lines were electrophoresed on NuPAGE 4–12% polyacrylamide gels followed by transferring to PVDF membranes. The membranes were incubated with primary antibodies (1:200 to 1:2,000) overnight at 4°C. Horseradish peroxidase–conjugated secondary antibodies (1:10,000) were applied, the membranes incubated in chemiluminescent substrate, and exposed to X-ray film.

### Thioredoxin reductase (TR) activity

TR activity was determined spectrophotometrically [23], based on the modified method of Holmgren and Björnstedt [24]. Briefly, TR activity was determined as the difference between total TR activity and time-dependent increase in absorbance at 412 nm in the presence of the TR inhibitor, aurothioglucose. A unit of activity was defined as 1.0 μmol 5-thio-2-nitrobenzoic acid formed/min/mg protein. Protein concentrations were measured with bicinchoninic acid.

### Soft agar assay

Anchorage-independent growth was examined by soft agar assays [17,18]. Unlike most cells with a normal phenotype, many cancer cells are able to grow unanchored in soft agar. Approximately 3,000 cells of each stably-transfected CT26 cell line were suspended in 3 mL of 0.35% noble agar in complete RPMI 1640 and spread onto 60-mm dishes masked with a basal layer of 3 mL 0.7% noble agar in media. Cells were incubated at 37°C for three weeks, and complete growth medium was applied to the dishes every three days. Colonies were visualized by staining overnight with *p*-iodonitrotetrazolium violet, scanned and counted.

### Cell cycle analysis

CT26 cells were grown in complete medium to 50% confluence, washed twice with sterile PBS, and maintained in serum-free medium for 48 h to induce G0–G1 cell cycle synchronization. Cells were then incubated with complete growth medium for 0, 6, 24 or 48 h, washed twice with PBS, trypsinized, and suspended in PBS (1×10^7^ to 2×10^7^ cells/mL) on ice. Ice-cold 70% ethanol was added gradually, and cells were fixed overnight. Cells were centrifuged, resuspended in RNase (100 units), and incubated at 37°C for 20 min. The suspension was stained with propidium iodide in the dark at 4°C overnight, filtered through a 50-μm mesh, and acquired with a FACSCalibur (Becton Dickinson, San Jose, CA). The percentage of cells in each phase of the cell cycle was analyzed by ModFitLT version 3.0 (Verity, Topsham, ME).

### Animal studies

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the NCI-Bethesda Animal Care and Use Committee (permit number for this study is LCP-005). Formation of experimental lung metastases upon *i*.*v*. injection of plasmid-transfected control, shSep15, shTR1, or shTR1/shSep15 cells was investigated in BALB/c mice (Jackson Laboratories), which have the same genetic background as CT26 adenocarcinoma cells. Animals were given free access to water and were monitored closely for clinical signs of poor health throughout the study. Six-week-old male BALB/c mice were maintained on a Torula yeast-based diet supplemented with adequate selenium (0.1 μg selenium/g diet) as sodium selenite (Harlan-Teklad, Indianapolis, IN). After three weeks, 5×10^5^ CT26 cells in 200 μL PBS (*n* = 10 each for plasmid-transfected controls, shSep15, shTR1, or shTR1/shSep15 cells) were injected into the tail vein. Animals were sacrificed, and lungs were examined 12 days after injection. Three milliliters of 15% India ink/PBS solution were injected into the lungs through the trachea. Lung tissues were excised and “bleached” with Fekete's solution (60% ethanol, 3.2% formaldehyde, and 0.75 mol/L acetic acid) for 48 h. Pulmonary lesions on the surface of each lobe were counted with a dissecting microscope. Lungs with >250 lesions were assigned a value of 250, as it is inherently difficult to reliably count more than 250 lesions/lung [18].

### Microarray analysis

Total mRNA was isolated from plasmid-transfected control, shSep15, shTR1 and shTR1/shSep15 CT26 cells. Microarray analysis was performed on Affymetrix Mouse 430_2.0A gene chips. Four arrays were analyzed from four different mRNA samples per construct. The Robust Multi-Array Analysis algorithm was used for background and noise correction in the conversion of probe level to gene expression data. Controls and cells with targeted down-regulation of Sep15, TR1, or TR1/Sep15 were compared by ANOVA. Genes that were significantly different from plasmid-transfected control cells (*P<*0.05) were subjected to functional gene analysis by Ingenuity Pathway Analysis (IPA; version 7.5), which detects networks of gene expression changes according to functional biological processes rather than focusing solely on the more dramatic changes in expression of a few selected genes. Previously published, and publicly available, microarray data from a study using Sep15 knockout mice were accessed for comparison purposes [7].

### Statistical analyses

Data presented as the mean ±SE were analyzed by one-way ANOVA followed by Tukey's multiple-comparison *post-hoc* test with GraphPad Prism (version 5, La Jolla, CA). The level of significance was set at α = 0.05, and statistically significant changes were indicated in figures as follows: *P<0.05, **P<0.01, ***P<0.001, compared to control. CellMiner’s NCI-60 Analysis Tool, which integrates molecular datasets of 60 human cancer cell lines routinely used for pharmacological screening and comparative molecular analyses, was used to identify genes significantly correlated with Sep15 expression (http://discover.nci.nih.gov/cellminer, database version 1.4) based on Pearson's correlation coefficient with a population size of 60, r = 0.254, and *P<*0.05 without multiple comparisons correction. Gene transcript expression patterns were also compared. CellMiner bases transcript intensity levels on measurements from five microarrays (Affymetrix HG-U95, HG-U133, HG-U133 plus 2.0, and HuEx 1.0, and the Agilent Whole Human Genome Microarray) as described [25].

## Results

### Individual and concurrent deficiency in TR1 and Sep15

Mouse colon cancer CT26 cells were stably transfected with shSep15, shTR1, shTR1/shSep15, or the corresponding pU6-m3-(empty vector)-control constructs. We used two shRNA oligonucleotides, and several independent cell clones were chosen for analysis to exclude off-target effects due to the constructs or the transfection process, as published [17,18]. qPCR and Western blotting showed that Sep15 mRNA (Fig 1A, upper panel) and protein levels (Fig 1A, lower panel) were efficiently (>90%) decreased in cells transfected with shSep15 or shTR1/shSep15. qPCR, Western blotting, and catalytic activity assays showed that TR1 mRNA (Fig 1B, upper panel) and protein expression (Fig 1B, lower panel), as well as catalytic activity (Fig 1C) were decreased by >90% in shTR1 and shTR1/shSep15 cells. The mRNA expression of glutathione peroxidases 1 (GPx1) and 2 (GPx2) were not significantly changed, and selenoprotein M (SelM) was only modestly increased in shSep15 (*P*<0.05) and shTR1/Sep15 cells (*P*>0.05), as expected (S1 Fig).

**Fig 1:**
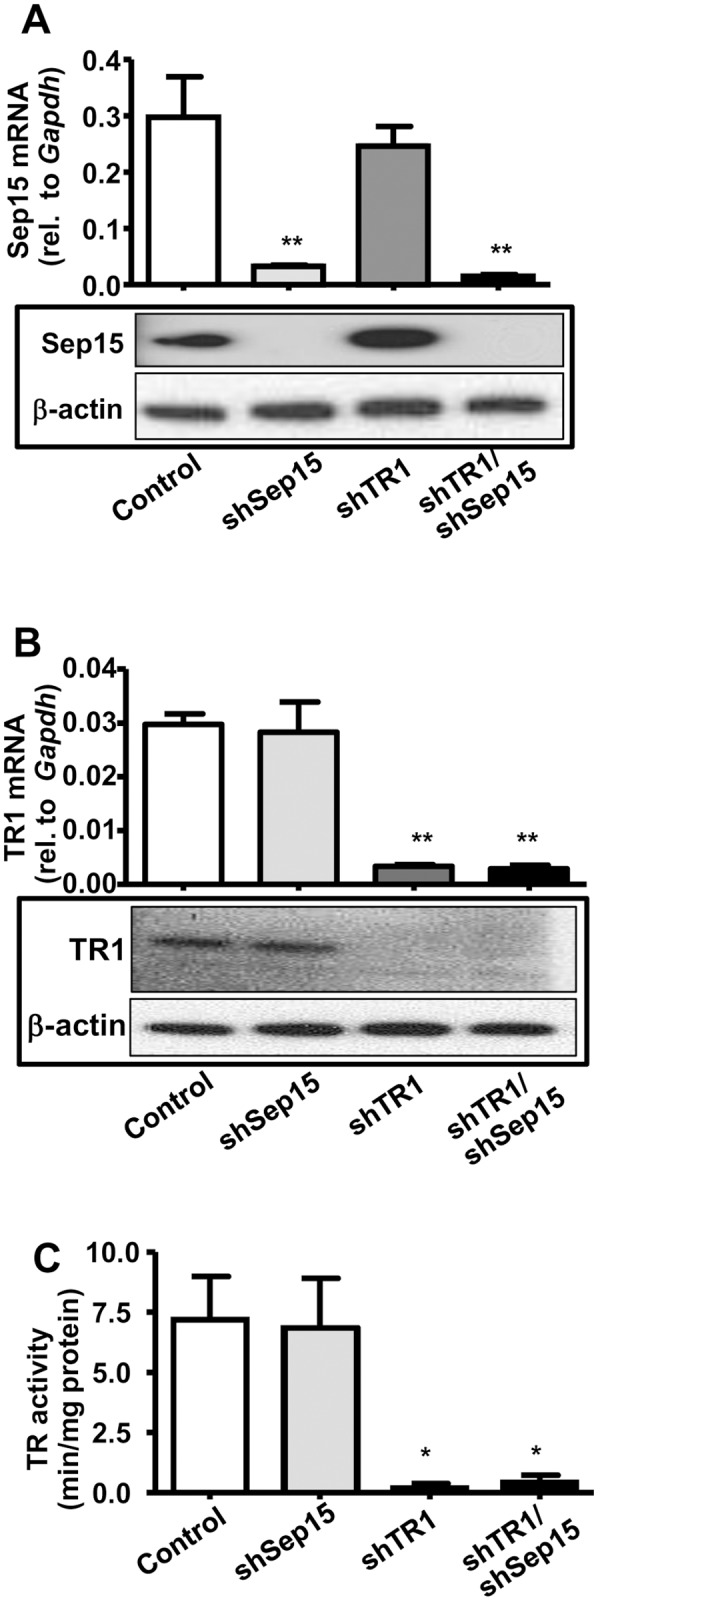
Expression of Sep15 and TR1 in CT26 cells. Cells were stably transfected with the pU6-m3 control, shSep15, shTR1 or shTR1/shSep15 (as indicated). **(A)** Expression of Sep15 by real-time RT-PCR (upper panel) and Western blotting (lower panel). **(B)** Expression of TR1 by real-time RT-PCR (upper panel) and Western blotting (lower panel). **(C)** Thioredoxin reductase activity. Columns, mean (*n* = 3–6); bars, SE; (*P<0.05, **P<0.01, compared to control).

### shSep15 or shTR1 inhibit cell proliferation and development of experimental metastases

Anchorage-dependent proliferation of both shSep15 and shTR1 cells was significantly reduced (*P<*0.001) (Fig 2A). In each case, there were 60% fewer cells on day 4 compared to controls. Surprisingly, the growth pattern of shTR1/shSep15 cells was similar to control cells. shSep15 and shTR1-transfected CT26 cells formed significantly (*P*<0.001) fewer colonies than control cells in anchorage-independent growth assays (Fig 2B). In contrast, TR1/Sep15 knockdown did not affect colony growth in soft agar.

**Fig 2:**
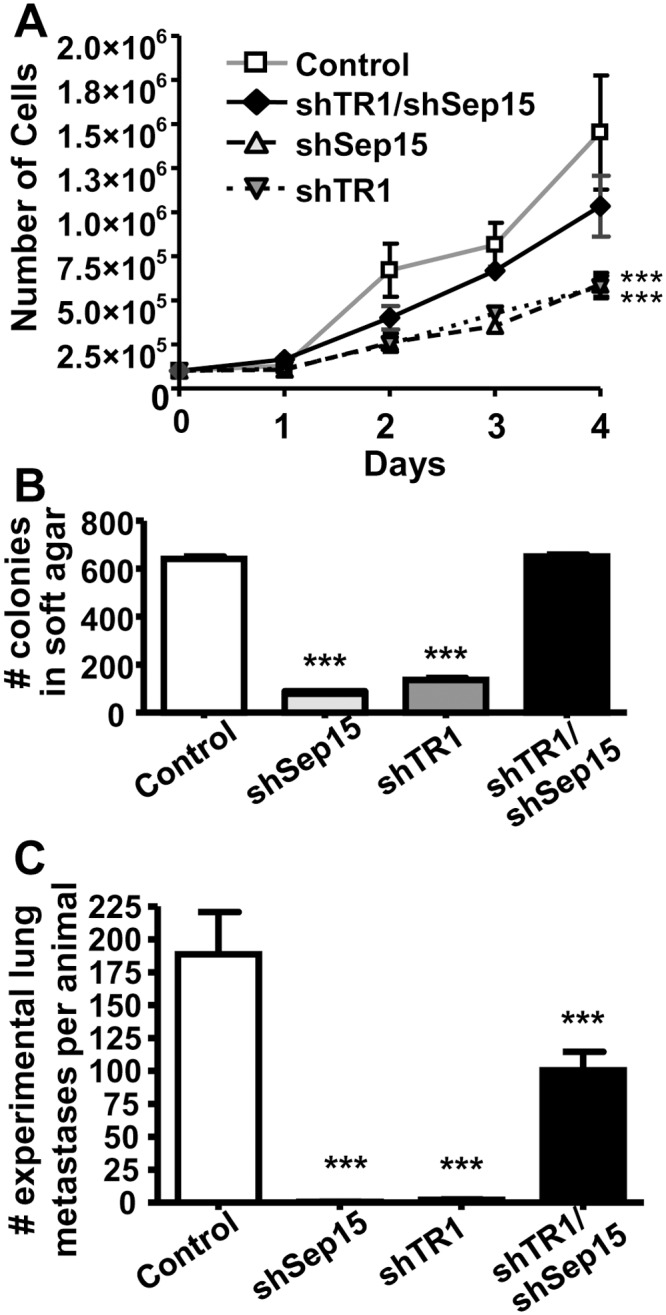
Anchorage-dependent, -independent growth and formation of lung metastases. (**A**) Growth rates of shSep15, shTR1 and shTR1/Sep15 cells compared to controls (*n* = 6). (**B**) Anchorage-independent growth in soft agar of shSep15, shTR1 and shTR1/Sep15 cells compared to controls (*n* = 4–8). (**C**) Formation of experimental lung metastases after i.v. injection of 5×10^5^ cells (control, shSep15, shTR1, or shTR1/shSep15) into BALB/c mice (*n* = 10/construct). (***P<0.001, compared to control).

Control cells formed a large number (188.6±32.0) of experimental lung metastases in BALB/c mice (Fig 2C), as expected. As also previously shown [18], targeted reduction of Sep15 significantly (*P<*0.001) inhibited formation of such pulmonary metastases (0.5±0.2). Similarly, shTR1 cells formed fewer experimental metastases (2±0.4) compared to controls (*P<*0.001). Mice injected with shTR1/shSep15 cells developed fewer experimental metastases than controls (100.4±14.1; *P*<0.001), but over 50-times more (*P<*0.01) compared to those injected with single knockdown cells.

### shTR1/shSep15 reverses the cell cycle phenotypes observed in single knockdown cells

The most striking cell cycle changes were observed in shSep15 cells (Fig 3A–3D), and agree with our previously published observations, that the most significant differences between shSep15 and control cells appeared around 24 h past release from serum starvation [18]. shSep15 cells had a substantially higher percentage of their population in the G2/M-phase (27.8±0.8%) than control cells (11.5±2.1%; *P<*0.001), and a smaller percentage in S-phase (25.1±0.9% versus 42.3±1.9%), similar to earlier observations [18]. However, shTR1 and shTR1/shSep15 cells had fewer cells in G2/M-phase (15.6±1.2% and 17.7±0.7%, respectively) compared to shSep15 cells (*P<*0.001). shTR1 cells, as observed in fibroblast-derived DT cells previously [15], manifested defective progression in S-phase, visible as an increased percentage of the cell population at 6 and 48 h. CyclinB1 (Ccnb1) mRNA levels did not significantly differ (Fig 3E), but the mRNA levels of CyclinB1-interacting-protein-1 (Ccnbip1) were strongly elevated in shTR1 and shSep15 cells (*P<*0.01), but not in shTR1/shSep15 cells, compared to controls, respectively (Fig 3F).

**Fig 3:**
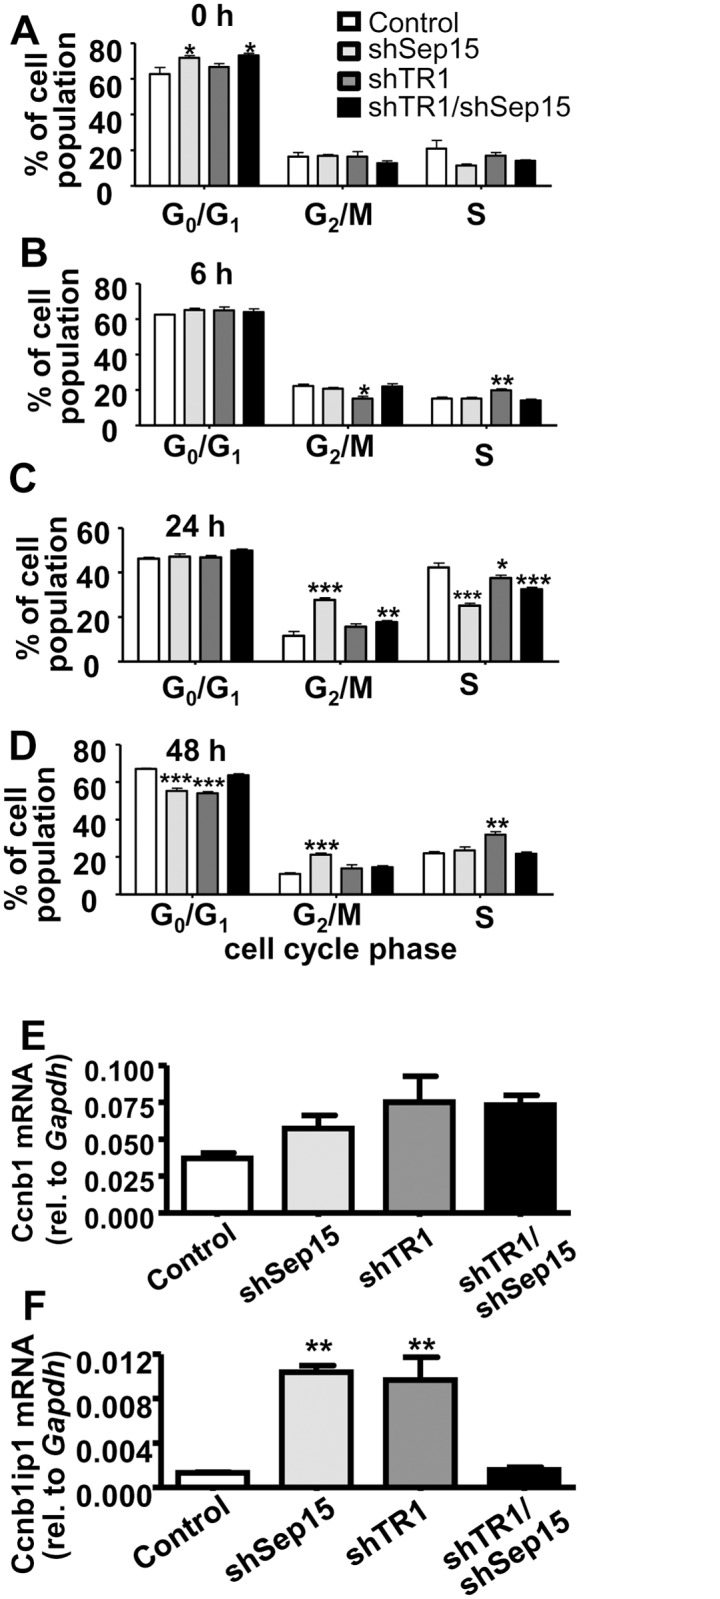
Cell cycle analysis. Percent of cells in each cell cycle phase as determined by FACS analysis at (**A**) 0 h; (**B**) 6 h; (**C**) 24 h; and (**D**) 48 h after release from cell synchronization. mRNA expression of (**E**) CyclinB1 (*Ccnb1*), and (**F**) CyclinB1 Interacting-Protein-1 (*Ccnb1ip1*), as determined by real-time RT-PCR. Columns, mean (*n* = 3–9); bars, SE; (*P<0.05, **P<0.01, ***P<0.001).

### Gene expression analyses identify interferon-γ- and Wnt/β-catenin-regulated pathways in shSep15 and shTR1/shSep15 cells, respectively

To elucidate the signaling pathways affected by Sep15- and TR1-deficiency in colon cancer cells, and reversal of these effects in double knockdown cells, global gene expression was analyzed using microarrays (N = 4/construct). 

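CT26 cells, a mouse colon carcinoma line, carried the empty vector (control), shSep15, shTR1 or shTR1/shSep15, and the mRNA of each line was measured on 4 Affymetrix arrays of the mouse genome. Selenof, the gene of Sep15, had a log2 signal of 11.33 ± 0.38 (SD, n = 4) in control cells, 8.13 ± 0.12 (SD, n = 4) in shSep15 cells and 7.66 ± 0.22 (SD, n = 4) in shTR1/shSep15 cells. It fell in both lines that carry the Sep15 hairpin, with log2 differences from control of −3.20 (standard error 0.19, adjusted p = 1.11e-06 from limma) and −3.68 (standard error 0.19, adjusted p = 4.86e-07). In shTR1 cells Selenof was at 11.84 ± 0.35 (SD, n = 4), which did not pass the test against control (adjusted p = 0.322). Txnrd1, the gene of TR1, was at 9.96 ± 0.40 (SD, n = 4) in control cells, 9.92 ± 0.48 in shSep15 cells and 7.60 ± 0.31 in shTR1/shSep15 cells. All 4 shTR1/shSep15 arrays lay below all 4 control arrays for Txnrd1 (exact permutation p = 0.0286, the smallest that 4 arrays against 4 can give), but its log2 difference of −2.36 (standard error 0.49) had an adjusted p of 0.19 from limma. The variance behind that standard error is shared by all 4 lines, and Txnrd1 spread most in the arrays labelled shTR1. Between shSep15 and shTR1/shSep15 cells Txnrd1 passed, with a log2 difference of 2.3 (adjusted p = 0.0208 from limma). That call ended with any of 5 single arrays left out (adjusted p = 0.0508 to 0.0756). In the arrays labelled shTR1, the Txnrd1 signal was 7.85 in replicate 1 and 7.89 in replicate 3, while replicate 2 was at 10.57 and replicate 4 at 9.71. The control arrays spanned 9.45 to 10.39. The log2 difference of the arrays labelled shTR1 from control was −0.96 (standard error 0.49, adjusted p = 0.455). Txnrd1 has 2 other probe sets of lower signal, at −0.85 and −0.39 in the arrays labelled shTR1 (unadjusted p = 0.00608 and 0.0401, adjusted p = 0.224 and 0.404) and at −1.09 and −0.55 in shTR1/shSep15 cells. At the brighter of these, Txnrd1 was at 4.62, 5.24, 4.76 and 5.58 in shTR1 replicates 1 to 4 and at 5.51 to 6.58 in control cells. The paper's qPCR, Western blots and catalytic activity found less TR1 in shTR1 and shTR1/shSep15 cells (Fig 1B and 1C), which does not settle what replicates 2 and 4 hold.
The deposited values are log2 signals from the Robust Multi-Array Analysis algorithm. Each probe set was tested with limma on all 16 arrays with a mean for each line, and p-values were adjusted over 45037 probe sets. The variance is shared by the lines, so a wide spread in 1 line can keep a difference between 2 others from passing. A gene stands for its probe set with the highest mean signal. The number of arrays limits the precision. The samples were different mRNA samples of each line, and no source says whether these came from separate cultures, so the p-values measure the spread between these mRNA samples.

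**Figure D1:**
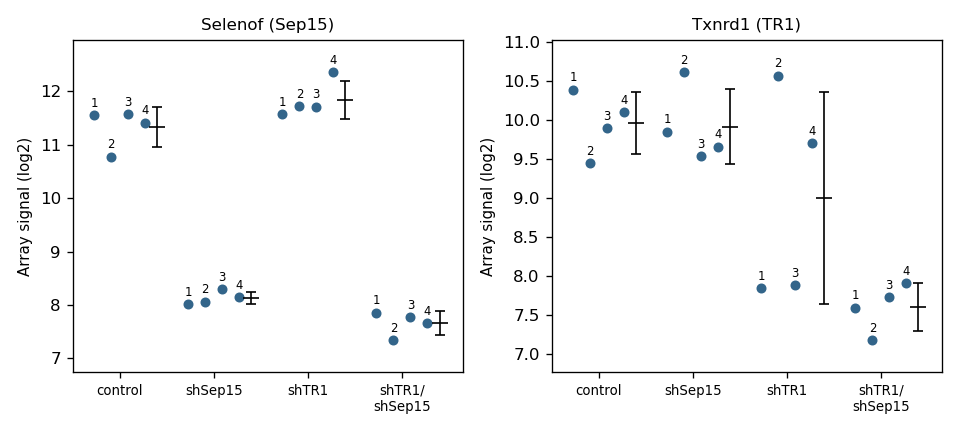
Log2 signals of Selenof and Txnrd1 in each of the 16 arrays. Digits number the replicates of each line, the dash is the mean and the bar the SD (n = 4).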

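Some genes changed alike in both single knockdowns. Arhgef5, a guanine nucleotide exchange factor, fell by 4.57 on the log2 scale in shSep15 cells (standard error 0.17, n = 4 arrays per line, adjusted p = 3.56e-09 from limma) and by 4.70 in shTR1 cells (adjusted p = 2.36e-09), while shTR1/shSep15 cells, at 9.55 ± 0.21 (SD, n = 4), lay near the 9.22 ± 0.38 of control cells. Dppa2, a DNA-binding protein of pluripotent cells, fell in all 3 lines, by 4.41, 4.64 and 4.21 on the log2 scale in shSep15, shTR1 and shTR1/shSep15 cells (adjusted p = 0.00015, 0.0003 and 0.00103). In shSep15 cells 619 probe sets rose and 266 fell at an adjusted p under 0.05, 885 in all. In shTR1 cells 59 rose and 22 fell, and in shTR1/shSep15 cells 2 rose and 9 fell. Of these probe sets, 39 rose and 21 fell in both single knockdowns. Genes of chromosome 3 were higher as a group in shSep15 cells, and 113 of them rose and 2 fell at an adjusted p under 0.05.
At an unadjusted p under 0.05 the 3 lines had 5699, 5302 and 3664 probe sets, where chance gives 2252. The overlap of the single knockdowns would be 0.81 probe sets up and 0.13 down for independent sets. It was 0 in simulations of unchanged lines around the same control arrays. With different control arrays for each line, 14 to 43 probe sets overlapped in one direction, where the shared control arrays gave 60. The count of 885 for shSep15 was 503 without control replicate 4, 561 without shSep15 replicate 1, and 437 without either shSep15 replicate 3 or shSep15 replicate 4. The count of 81 for shTR1 was 211, 172 and 25 without control replicates 1, 3 and 4, and 171, 34 and 48 without shTR1 replicates 1, 2 and 4. The count of 11 for shTR1/shSep15 was 21 without control replicate 2. With weights for the arrays, chosen after seeing the values, it was 68, 45 higher and 23 lower. For shTR1 against control, 4 of 35 splits of the same arrays, the real one included, gave as many calls, so chance cannot be excluded there. With only the arrays of the lines compared in the model, 345 probe sets passed for shSep15, 235 higher and 110 lower, and the balance of directions turned in the other lines, with 4, all lower, for shTR1 and 15 higher and 9 lower for shTR1/shSep15.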

The twenty most substantially altered gene signals are listed in S2 Table. Selected genes were examined by qPCR relative to the expression of an internal control, *Gapdh*, to validate microarray results.

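Genes that interferons induce were higher in shSep15 cells than in control cells. Usp18, which encodes a protease that removes the ubiquitin-like protein Isg15 from its targets, rose 65.2-fold (log2 6.03, standard error 1.22, n = 4 arrays per line, adjusted p = 0.0187 from limma). Gbp7, a guanylate-binding protein, rose by 4.91 on the log2 scale and Xaf1, an interferon-induced promoter of apoptosis, by 3.84 (adjusted p = 0.0466 for both). Igtp, an immunity-related GTPase, was 8.82-fold higher (log2 3.14, standard error 0.85), with an adjusted p of 0.0809.
Of 43 measured interferon-stimulated genes, 41 were higher in shSep15 cells, with a median log2 difference of 1.49. Their mean signal in shSep15 cells was 6.73 in replicate 1 and 8.56 to 8.88 in the others, against 7.40 in control replicate 2 and 6.07 to 6.39 in the other control arrays. At an adjusted p under 0.05, 8 of them rose, and 24 rose when adjusted over the list alone. All 11 measured interferon-γ-inducible GTPases were higher (median log2 difference 3.14), though their mean in shSep15 replicate 1, at 5.96, lay below the 6.22 of control replicate 2. Of these, 2 rose, and 10 rose when adjusted over the list alone. The genes of class I antigen presentation were also mostly higher, 14 of 16 (median 0.46), where 0 passed in limma, 9 had an unadjusted p under 0.05, and 9 rose when adjusted over the list alone. By camera the adjusted p was 1.29e-15 for the interferon-stimulated genes, 9.52e-08 for the GTPases and 0.000179 for antigen presentation. With an estimated correlation between the genes the adjusted p was 0.67, 0.67 and 0.674. The lists were written with S2 Table in view, so their direction is not independent evidence.
Usp18 had an adjusted p of 0.0608 without control replicate 4, 0.0683 without shSep15 replicate 3 and 0.0725 without shSep15 replicate 4. Gbp7 and Xaf1 did not pass without any single one of control replicates 1, 3 and 4 and shSep15 replicates 2, 3 and 4 (adjusted p = 0.0753 to 0.156 and 0.0836 to 0.146), and Igtp passed without shSep15 replicate 1 (adjusted p = 0.024).

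**Figure D2:**
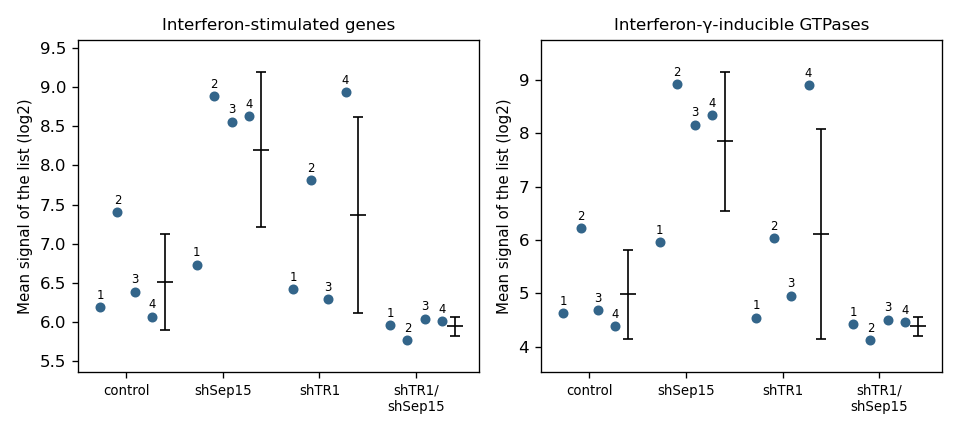
Mean log2 signal of the measured interferon-stimulated genes and of the measured interferon-γ-inducible GTPases in each of the 16 arrays. Digits number the replicates of each line, the dash is the mean and the bar the SD (n = 4).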

The most strongly up-regulated gene signals in shSep15 cells were interferon-induced-protein-44 (*Ifi44*), ubiquitin-specific-peptidase-18 (*Usp18*), immunity-related-GTPase family-M-member-2 (*Irgm2*), interferon-regulatory-factor-7 (*Irf7*), interferon-γ-induced-GTPase *(Igtp*), very large interferon-inducible-GTPase *(Gvin1*), and guanylate-binding-proteins *Gbp-1*, *-2* and *-6*. Significantly increased mRNA expression of *Ifi44* (*P*<0.001, Fig 4A, upper panel), *Irf7* (*P*<0.001, Fig 4B), and *Usp18* (*P*<0.05, Fig 4C) in shSep15 cells compared to controls were validated with qPCR. Protein expression levels of Ifi44 (Fig 4A, lower panel), were slightly increased in shSep15 cells. The mRNA levels of *Gbp-6* (*P<*0.05; Fig 4D) and interferon-γ (Ifnγ) (*P<*0.05; Fig 4E) were significantly higher in shSep15 compared to shTR1/shSep15 cells. The levels of Gbp-1 mRNA were previously reported to be highly up-regulated in Sep15 knockout mice [7]. Consistent with these observations, we found that Gbp-1 mRNA (Fig 4F, upper panel) and protein levels (Fig 4F, lower panel) were significantly increased exclusively in shSep15 cells. Ingenuity Pathway Analyses (IPA) indicated that inflammation-related genes up-regulated in shSep15 cells shared a common node in *Stat-1* (S3A Fig), and included *Gbp-2* (31.1-fold), *Gbp-6* (30.1-fold), *Nmi* (2.8-fold), *Irgm2* (20.7-fold), and *Gbp-1* (14.3-fold; included in ‘Gbp-2*’). 

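Irgm2, an interferon-inducible GTPase of the defence against intracellular pathogens, rose 20.7-fold in shSep15 cells (log2 4.37, standard error 0.80, n = 4 arrays per line, adjusted p = 0.0104 from limma). Nmi, an interferon-induced partner of Myc, rose 2.80-fold (log2 1.48, standard error 0.35, adjusted p = 0.042). Of the guanylate-binding proteins, large GTPases induced by interferon-γ, Gbp2, Gbp2b and Gbp6 were higher but did not pass the test. Gbp2 was 17.9-fold higher (log2 4.16, standard error 1.10, adjusted p = 0.0751) and 31.1-fold at its other probe set (log2 4.96, adjusted p = 0.0632). Gbp2b, the present symbol of mouse Gbp-1, was 14.3-fold higher (log2 3.84, standard error 1.21, adjusted p = 0.146) and Gbp6 4.05-fold (log2 2.02, standard error 0.73, adjusted p = 0.227). The 30.1-fold rise that the paper gives for Gbp-6 was found at Gbp7, which passed (log2 4.91, adjusted p = 0.0466). Gbp2 and Gbp2b lie on chromosome 3, in a run of neighbouring genes of which the others were higher by a median of 1.13 on the log2 scale.
In the shSep15 arrays Irgm2 was at 6.29 in replicate 1 and between 8.82 and 9.12 in the others. Irgm2 passed without any single array. Nmi had an adjusted p of 0.0548, 0.0751 and 0.135 without control replicates 1, 2 and 4, and 0.0841, 0.142 and 0.145 without shSep15 replicates 2, 3 and 4. Gbp2 passed without control replicate 2 (adjusted p = 0.029) or shSep15 replicate 1 (adjusted p = 0.0409).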

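Irf7 and Irf9 are transcription factors of the interferon response, Irf7 as an inducer of type I interferons and Irf9 as the DNA-binding subunit of the complex that type I interferons activate. Irf7 was 9.88-fold higher in shSep15 cells than in control cells (log2 3.30, standard error 1.06, n = 4 arrays per line), and Irf9 was 3.61-fold higher (log2 1.85, standard error 0.57). In both genes all 4 shSep15 arrays lay above all 4 control arrays, but neither passed the test (adjusted p = 0.152 and 0.132 from limma). Usp18 was between 10.90 and 11.39 in shSep15 replicates 2 to 4 and at 7.84 in replicate 1, against 3.73 to 5.00 in control cells.
Genes of interferons, their receptors and the signalling from them showed no common direction, with 8 higher and 16 lower of 24 measured. Of these, 0 passed in limma, 2 higher and 2 lower had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone (camera adjusted p = 0.409, and 0.841 with an estimated correlation).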

Other significantly up-regulated *Stat-1*-associated genes included *Usp18* (65.1-fold), *Irf7* (9.9-fold) and *Irf9* (3.6-fold). *Stat-1* mRNA was quantified with qPCR and found to be significantly increased only in shSep15 cells compared to controls (*P<*0.01, Fig 4G, upper panel), but protein levels of unphosphorylated Stat-1 remained unchanged (Fig 4G, lower panel). Stat-1 is thought to promote activation of different caspases, and the mRNA levels of caspase 6 (Fig 4H) and caspase 12 (Fig 4I) were significantly increased only in shSep15 cells (*P*<0.05). Supporting this pattern of involvement of interferon-γ and Sep15 are additional comparisons with our previously published microarray data [7], which showed a modest but significantly (*P*<0.05) increased mRNA expression of interferon-γ-regulated Stat-1, Stat-5A, Irf-2, and Irf-3, in Sep15 knockout mice (N = 4) compared to litter mate controls (N = 4). The gene most significantly down-regulated in shSep15 cells was alpha-fetoprotein (*Afp*). 

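Afp, the gene of α-fetoprotein, a plasma protein of the fetal liver, had a log2 signal of 9.51 ± 0.17 (SD, n = 4) in control cells and 3.40 ± 0.46 (SD, n = 4) in shSep15 cells. It fell by 6.11 on the log2 scale (standard error 0.67, adjusted p = 0.000293 from limma), more than any other probe set with a single gene. Klf2, a Krüppel-like transcription factor that holds cells quiescent, fell from 9.12 ± 1.24 to 4.55 ± 0.10 (log2, SD, n = 4, adjusted p = 0.000193). A probe set of Igfbp4, which binds insulin-like growth factors, fell by 4.00 (adjusted p = 0.000926), and one of Nefl, the light neurofilament chain, by 4.77 (adjusted p = 0.00777).
Afp in the arrays labelled shTR1 was at 11.14, 6.93, 6.76 and 8.57 (log2), a mean difference of −1.17 from control that did not pass (adjusted p = 0.493), and without shTR1 replicate 1 it passed (adjusted p = 0.0252). In shTR1/shSep15 cells Afp was at 10.18 ± 0.10 (SD, n = 4).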

Interestingly, mRNA levels of *Afp* were increased 1.5-fold in shTR1/shSep15 cells as determined by qPCR (Fig 4J), but protein levels remained unchanged (S2A Fig).

**Fig 4:**
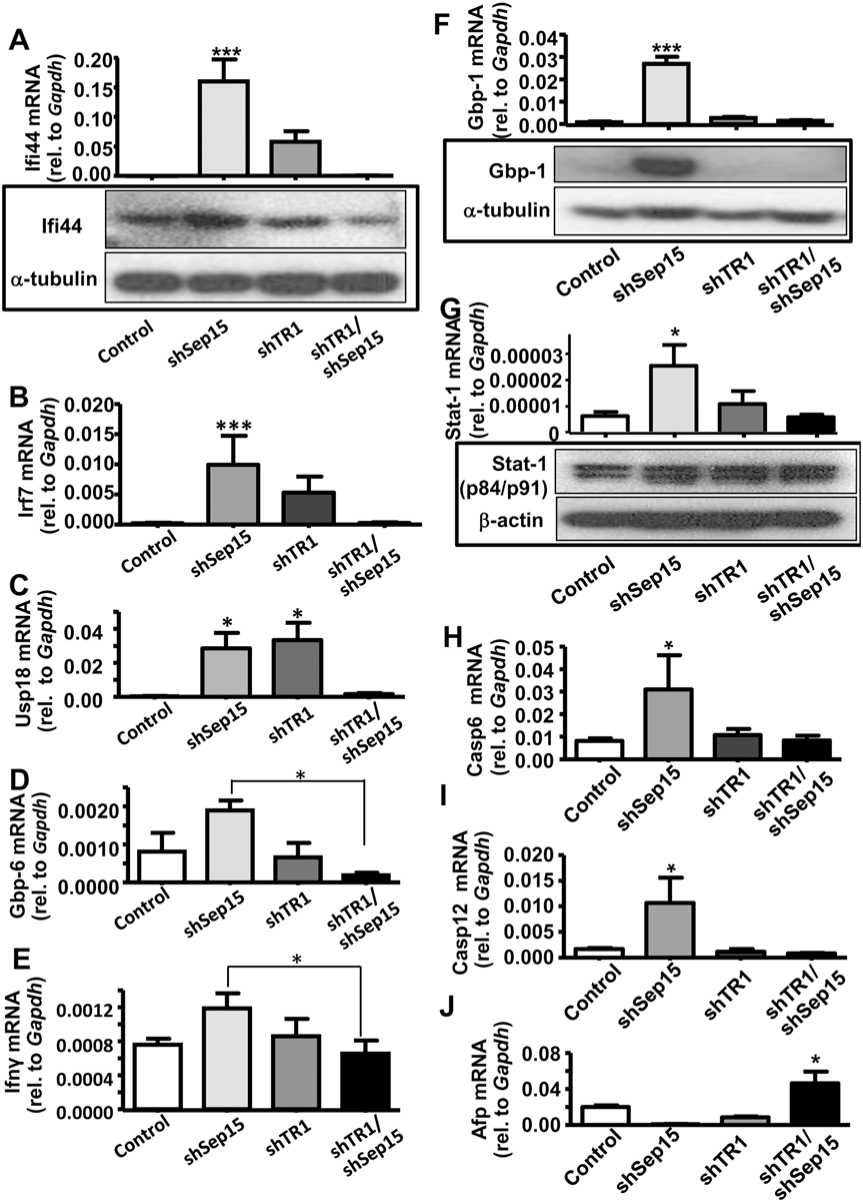
Validation of gene expression for genes significantly changed in shSep15 cells. Expression of **(A)** Ifi44 mRNA (upper panel) and protein (lower panel); **(B)** Irf-7 mRNA; **(C)** Usp18 mRNA; (**D**) Gbp-6 mRNA; **(E)** Ifnγ mRNA; (**F**) Gbp-1 mRNA (upper panel) and protein (lower panel); (**G**) Stat-1 mRNA (upper panel) and protein (lower panel); (**H**), Casp6 mRNA; (**I**) Casp12 mRNA; and (**J**) Afp mRNA. Expression of mRNA in control, shSep15, shTR1, and shTR1/Sep15 cells was determined by real-time RT-PCR, and expressed relative to *Gapdh*. Columns, mean (*n* = 3–6); bars, SE; (*P<0.05, **P<0.01, ***P<0.001). Protein expression was determined by Western blotting, and expressed relative to β-actin or α-tubulin, as indicated.

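Ccr1, a receptor for inflammatory chemokines such as Ccl3 and Ccl5, was at 7.56 ± 0.89 (log2, SD, n = 4) in the arrays labelled shTR1 and 4.39 ± 0.35 in control cells. It rose 9.03-fold (log2 3.18, standard error 0.34, adjusted p = 0.00084 from limma). In shTR1/shSep15 cells, at 6.73 ± 0.38 (SD, n = 4), it rose 5.06-fold (log2 2.34, standard error 0.34, adjusted p = 0.0267). Speg, a kinase of striated muscle, was 2.73-fold higher in the arrays labelled shTR1 (log2 1.45, standard error 0.39), all 4 of them above all 4 control arrays, with an adjusted p of 0.162, and another probe set of Speg was 5.80-fold higher (log2 2.54, adjusted p = 0.138). Phrf1, a ubiquitin ligase with a PHD finger, fell by 1.87 on the log2 scale (adjusted p = 2.05e-06), Jakmip3, a neuronal coiled-coil protein, by 1.24 (adjusted p = 0.000451), and Gldc, the glycine decarboxylase, by 1.19 (adjusted p = 0.00272).
In shTR1/shSep15 cells Ccr1 had an adjusted p of 0.0741, 0.054 and 0.101 without control replicates 1, 2 and 4, and 0.112, 0.15 and 0.125 without shTR1/shSep15 replicates 1, 3 and 4. For the arrays labelled shTR1, Ccr1 passed without any single array, but not when the model held only these and the control arrays (adjusted p = 0.175, against at most 0.026 in the other settings).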

In the microarray analyses, genes with significantly altered expression in shTR1 cells compared to controls (S2 Table) included chemokine receptor-type-1 (*Ccr1*, 9.0-fold), which was also increased in shTR1/shSep15 cells (5.1-fold), and the striated preferentially-expressed-gene (*Speg* 5.8-fold), which is known to inhibit cell proliferation [26]. Subsequent qPCR analyses showed an about two-fold increase in Speg mRNA expression in shTR1 cells compared to controls (*P* = 0.09, Fig 5A), and only significant increases in Ccr1 mRNA expression in shTR1/Sep15 cells compared to controls (*P*<0.001, Fig 5B). The mRNA levels of the cell cycle regulator *Ccnb1ip1*, which was also previously reported as dramatically increased in shSep15 CT26 cells [18], were also increased in shTR1 cells (*P*<0.01, Fig 3F). Usp18 mRNA expression, which microarray analyses identified as 16-fold higher (*P* = 0.09) in shTR1 cells, were also significantly increased (*P*<0.05) as validated by qPCR (Fig 4C). 

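In the arrays labelled shTR1 the interferon-induced Usp18 was at 4.68, 10.47, 6.40 and 11.73 (log2, replicates 1 to 4). Its mean was 16.0-fold above control (log2 4.00, standard error 1.22, n = 4 arrays per line), with an unadjusted p of 0.00518 and an adjusted p of 0.215 from limma. The high replicates 2 and 4 are those with Txnrd1 at the control level at its brightest probe set. Of the 43 interferon-stimulated genes, Usp18 among them, 39 were higher, with a median log2 difference of 0.59. The mean signal of the list was 6.41, 7.81, 6.29 and 8.94 in replicates 1 to 4, with control replicate 2 the highest of the control arrays.
Of the 43 genes 0 passed in limma and 0 when adjusted over the list alone, while 11 higher and 1 lower had an unadjusted p under 0.05. By camera the adjusted p was 1.25e-05 for this list (0.751 with an estimated correlation), 0.0255 for the interferon-γ-inducible GTPases (median log2 difference 0.86, 0.751 with an estimated correlation) and 0.00273 for class I antigen presentation (median 0.37, 0.751 with an estimated correlation). Without shTR1 replicate 4 these were 0.0712, 0.794 and 0.114, and for the GTPases 0.0803, 0.0918 and 0.0802 without control replicates 1, 3 and 4. With shTR1 replicates 2 and 4 both left out, a choice made after seeing the values, the interferon-stimulated genes and the GTPases turned to lower in the arrays labelled shTR1 (camera adjusted p = 0.601 and 0.483). In shTR1 replicates 1 and 3 the list means, 6.41 and 6.29 and for the GTPases 4.54 and 4.96, lay below control replicate 2 (7.40 and 6.22). They lay within or above the range of the other control arrays (6.07 to 6.39 and 4.39 to 4.69). With control replicate 2 left out as well, neither list was reversed.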

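DNA repair genes were mostly higher in the arrays labelled shTR1, 29 of 41 measured, by a median of 0.25 on the log2 scale. Their mean signal was 6.74, 7.22, 7.17 and 6.93 in replicates 1 to 4, so that replicates 1 and 4 lay within the 6.61 to 6.97 of the control arrays. None of the 41 passed alone: 0 in limma, while 14 higher and 1 lower had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. The thioredoxin system and other redox regulators, 25 measured, had 0 past limma, 3 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. The ATP-binding cassette transporters, pumps that include the exporters of drugs, had 0 of 32 past limma, 6 higher and 2 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. The ubiquitin-conjugating enzymes, which pass ubiquitin on to its ligases, had 0 of 30 past limma, 4 lower at an unadjusted p under 0.05, and 1 lower when adjusted over the list alone.
Camera gave an adjusted p of 0.00178 for DNA repair, 0.745 for the redox regulators, 0.499 for the transporters and 0.409 for the ubiquitin-conjugating enzymes. With an estimated correlation the adjusted p was 0.674, 0.865, 0.794 and 0.794. For DNA repair it was 0.0655 among bright probe sets and 0.2 by the rotation test fry. With choices made after seeing the values it was 0.138 with the spike-in covariate and 0.0417 with shTR1 replicates 2 and 4 left out, where the median was 0.08.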

Significant gene changes in shTR1 cells included those involved in DNA repair, redox regulation, ATP-binding cassette transport, ubiquitination and cancer-related pathways.

**Fig 5:**
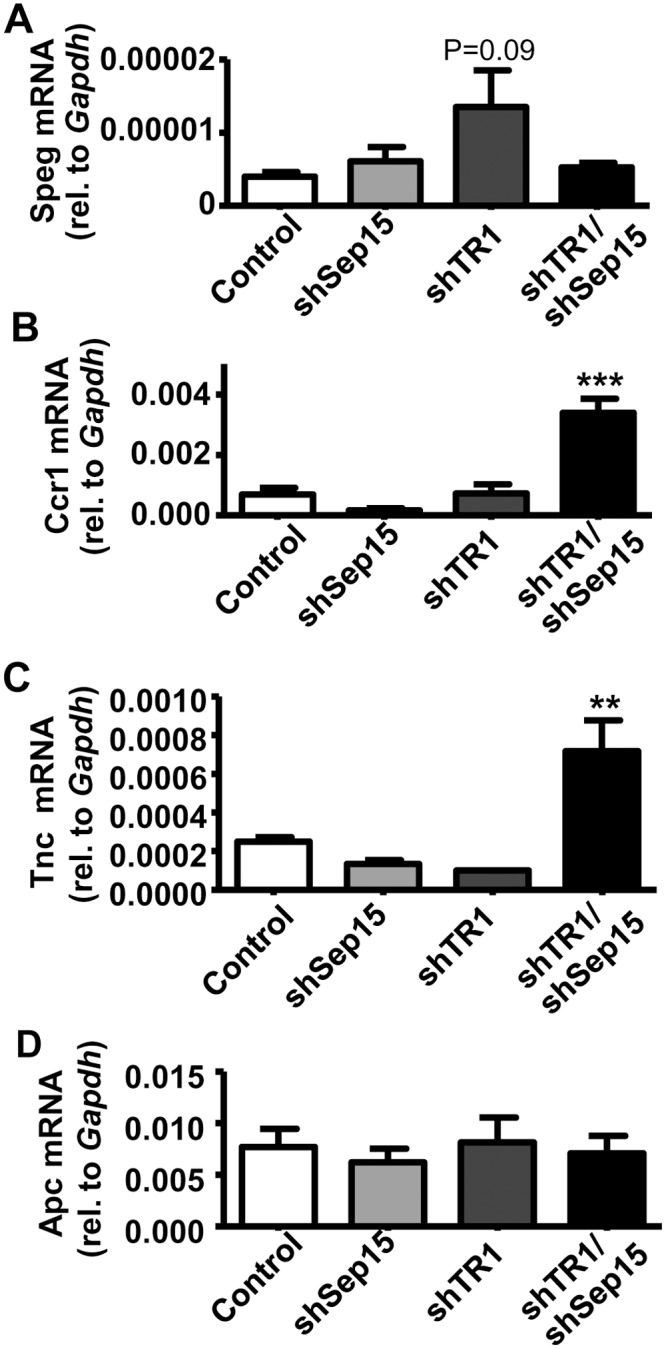
Possible connection to Wnt/β-catenin signaling pathway in shTR1/Sep15 cells. mRNA levels of **(A)** Speg; **(B)** Ccr1; and **(C)** Tnc; and (**D**) Apc in control, shSep15, shTR1, and shTR1/Sep15 cells, as determined by real-time RT-PCR, and expressed relative to *Gapdh*. Columns, mean (*n* = 3–6); bars, SE; (**P<0.01, ***P<0.001).

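Several genes that rose or fell in shSep15 cells differed between shSep15 and shTR1/shSep15 cells. Usp18 was higher in shSep15 than in shTR1/shSep15 cells by 6.71 on the log2 scale (n = 4 arrays per line, adjusted p = 0.00823 from limma), Irgm2 by 4.43 (adjusted p = 0.00809), Nmi by 2.13 (adjusted p = 0.00466), and Afp was lower, at −6.78 (adjusted p = 0.000157). The difference between the effect of both hairpins and the sum of the effects of each alone was −10.7 for Usp18 (adjusted p = 0.00504), 7.95 for Afp (adjusted p = 0.000906) and 9.60 for Arhgef5 (adjusted p = 1.19e-11). For Arhgef5 the control level with both single effects added lies below the lowest signal of all probe sets (1.81). For Usp18 it lies above the highest signal (14.17). Additive effects could thus not show in full in these genes, and the range of the arrays sets part of their differences. Among the 43 interferon-stimulated genes the median of the difference from the sum was −2.93, with 15 genes past the threshold, all of them negative. With shTR1 replicates 2 and 4 left out, where the brightest probe set of Txnrd1 is at the control level and the interferon-induced genes are high, that median was −2.06 with 7 genes past the threshold, and Usp18 still passed. Against shTR1/shSep15 cells, 710 probe sets were higher and 486 lower in shSep15 cells, and 24 higher and 9 lower in the arrays labelled shTR1. The difference from the sum passed for 1282 probe sets, 331 positive and 951 negative. All these counts compare stably transfected lines whose clones no source states. Changes of a line that are not effects of its hairpin may enter them and were not separated. Of the chromosome 3 genes, 122 were higher and 3 lower past the threshold in shSep15 than in shTR1/shSep15 cells.
By camera the interferon-stimulated genes had an adjusted p of 3.3e-26 in shSep15 against shTR1/shSep15 cells and 6.45e-21 for the difference from the sum, both 0.67 with an estimated correlation. The 1196 probe sets between shSep15 and shTR1/shSep15 cells were 617 and 613 without shSep15 replicates 3 and 4, and 736, 621, 700 and 667 without shTR1/shSep15 replicates 1 to 4. The 33 probe sets of the arrays labelled shTR1 were 250 and 11 without shTR1 replicates 1 and 4, and 11, 8, 9 and 5 without shTR1/shSep15 replicates 1 to 4. The 1282 probe sets were 2340 and 745 without control replicates 2 and 4, 656 and 660 without shSep15 replicates 3 and 4, 823 without shTR1 replicate 4, 519 with shTR1 replicates 2 and 4 both left out (a choice made after seeing the values), and 791, 734 and 833 without shTR1/shSep15 replicates 1, 2 and 4.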

Combined down-regulation of Sep15 and TR1 resulted in rather unexpected changes. 

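Tnc, the gene of tenascin C, an extracellular matrix protein of tumor stroma and wounds, was at 6.99 ± 0.35 (log2, SD, n = 4) in shTR1/shSep15 cells and 3.83 ± 0.48 (SD, n = 4) in control cells. It was 8.98-fold higher (log2 3.17, standard error 0.56), all 4 arrays above all 4 control arrays, with an adjusted p of 0.0957 from limma. In shSep15 cells Tnc was at 3.38 ± 0.21 (SD, n = 4), and shSep15 and shTR1/shSep15 cells differed (log2 −3.61, adjusted p = 0.00312). It was at 6.78 in replicate 1 of the arrays labelled shTR1 and between 3.42 and 3.77 in the others, and their difference from shTR1/shSep15 cells did not pass (log2 −2.61, adjusted p = 0.101). The effect of both hairpins exceeded the sum of the effects of each alone by 3.05 on the log2 scale (adjusted p = 0.0522).

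**Figure D3:**
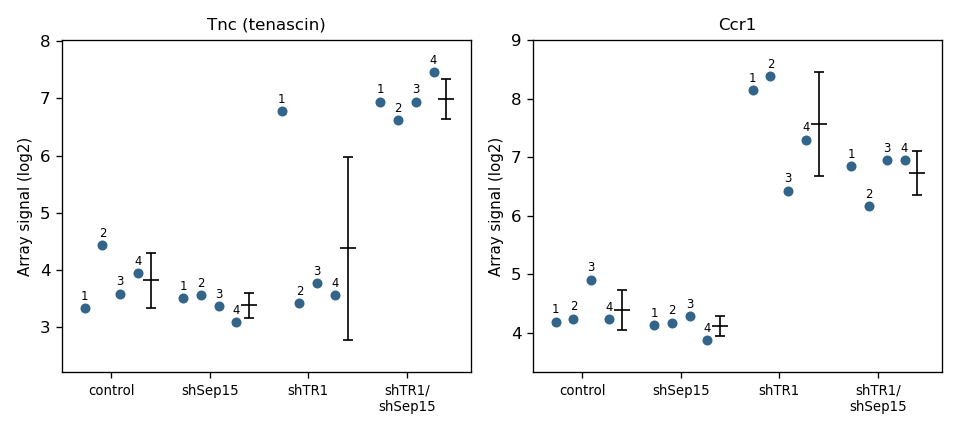
Log2 signals of Tnc and Ccr1 in each of the 16 arrays. Digits number the replicates of each line, the dash is the mean and the bar the SD (n = 4).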

Microarray analyses revealed that the most up-regulated genes that were exclusively changed in the shTR1/shSep15 cells (S2 Table) compared to controls were tenascin (*Tnc*, 9.0-fold) and the mitogen-regulated prolactin-family-2 subfamily-c-member-2 (*Prl2c2*, 7.5-fold). Significant up-regulation of tenascin mRNA (*P*<0.01) was subsequently verified by qPCR (Fig 5C). 

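Cpn1, the catalytic subunit of carboxypeptidase N, which trims kinins and anaphylatoxins in plasma, was at 6.20 ± 0.30 (log2, SD, n = 4) in shTR1/shSep15 cells and between 4.30 and 4.41 in the means of the other 3 lines. It rose by 1.84 on the log2 scale against control (adjusted p = 0.00409 from limma). Prkx, a kinase that responds to cyclic AMP, was at 5.44 ± 0.27 (SD, n = 4) in shTR1/shSep15 cells and 7.47 ± 0.55 in control cells. It fell by 2.03 (adjusted p = 0.0125). Both also differed between shTR1/shSep15 cells and each single knockdown (adjusted p = 0.000446 and 0.00853 for Cpn1, 0.000417 and 0.0324 for Prkx).
These 2 probe sets are those that passed in shTR1/shSep15 cells and in neither single knockdown. By the study's own criterion, without adjustment and without moderation of the variance, such probe sets number 1866, 958 higher and 908 lower, of which 475 also had an unadjusted p under 0.05 against both single knockdowns. The count of 2 was 5 without control replicate 2, 12, 12, 5 and 8 without shTR1 replicates 1 to 4, and 1 without shTR1/shSep15 replicate 2 or replicate 3. Prkx had an adjusted p of 0.0616, 0.0531 and 0.0544 against control without shTR1/shSep15 replicates 2, 3 and 4. Against shTR1 it had 0.0697 and 0.108 without shTR1 replicates 2 and 4, and 0.0767, 0.141, 0.103 and 0.101 without shTR1/shSep15 replicates 1 to 4.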

IPA was performed for the 984 gene signals that were significantly different between shTR1/shSep15 and controls, but were not different in either of the single-knockdown cells versus controls. 

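Components of the Wnt pathway showed no common direction in shTR1/shSep15 cells. Of 62 measured components, which include the Wnt ligands, Frizzled receptors and the β-catenin destruction complex, 26 were higher and 36 lower than in control cells (median log2 difference −0.01). The list mixes genes that drive the pathway with genes that restrain it, such as those of the destruction complex. Its count and its camera test therefore cannot show whether signalling rose, only that the components did not rise together. Of 28 measured β-catenin target genes, 17 were higher (median 0.05). The mean signal of the targets was 6.03 to 6.09 in shTR1/shSep15 cells, above the 5.82 to 5.97 of control replicates 1, 3 and 4 and below the 6.46 of control replicate 2. Ctnnb1, the gene of β-catenin, differed by −0.10 on the log2 scale (adjusted p = 0.954 from limma).
Of the components 0 passed in limma, 3 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. Of the targets 0 passed in limma and 1 had an unadjusted p under 0.05. By camera the adjusted p was 0.559 for the components and 0.994 for the targets (0.865 and 0.999 with an estimated correlation). The direction that camera gives the targets relative to all other genes was lower, and without control replicate 2 it was higher (adjusted p = 0.116, median 0.08). Among the 1260 genes past an unadjusted p under 0.05 in shTR1/shSep15 cells alone, by the methods' ANOVA, 3 were components (Apc, Ctnnbip1 and Porcn), where 4.29 are expected (exact hypergeometric test, p = 0.813), and 0 were targets, where 1.94 are expected.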

Two networks involved in *Apc/Wnt/β-catenin* pathways were identified (S3B and S3C Fig), which may compensate for combined loss of Sep15 and TR1. Interestingly, tenascin was indirectly networked with *Wnt* (S3C Fig). Expression levels of the adenomatous polyposis coli gene (*APC*, S3B Fig) and the negative regulator of the wingless-type (*Wnt*) genes, *Axin1*, were significantly but only modestly reduced (1.4-fold, respectively) in microarray analyses. 

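Apc, a tumor suppressor and scaffold of the β-catenin destruction complex, was at 7.64 ± 0.54 (log2, SD, n = 4) in shTR1/shSep15 cells and 8.08 ± 0.43 (SD, n = 4) in control cells. The log2 difference of −0.45 (standard error 0.26) did not pass the test (adjusted p = 0.717 from limma). Axin1, the other scaffold of that complex, was at 7.80 ± 0.09 in shTR1/shSep15 cells and 7.66 ± 0.07 in control cells, a log2 difference of 0.14 (standard error 0.11, adjusted p = 0.81). Another probe set of Axin1 was lower, at −0.43 on the log2 scale (unadjusted p = 0.0113, adjusted p = 0.47), and another of Apc was at −0.46 (unadjusted p = 0.0354, adjusted p = 0.582).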

Subsequent qPCR did not detect any differences in *Apc* mRNA expression among constructs (Fig 5D). 

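Wnt10a, a secreted Wnt ligand, was at 8.01 ± 0.17 (log2, SD, n = 4) in shTR1/shSep15 cells and 7.06 ± 0.20 (SD, n = 4) in control cells, 1.94-fold higher (log2 0.95, standard error 0.45). Ctnnbip1, which keeps β-catenin from binding TCF transcription factors, was at 8.13 ± 0.23 and 7.35 ± 0.38, 1.71-fold higher (log2 0.77, standard error 0.18), and 1.57-fold at its other probe set (log2 0.65). In both genes all 4 shTR1/shSep15 arrays lay above all 4 control arrays. Neither passed the test (adjusted p = 0.617 and 0.26 from limma, unadjusted p = 0.052 and 0.000659). For Wnt10a the variance is shared by all 4 lines, and the SDs of 0.17 and 0.20 alone would give a smaller standard error. Its failure therefore does not show that these 2 lines are alike. Ctnnbip1 was also higher in shTR1/shSep15 than in shSep15 cells, by a log2 difference of −0.70 for shSep15 minus shTR1/shSep15 (adjusted p = 0.0514), and than in the arrays labelled shTR1, at −0.78 (adjusted p = 0.129).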

Other *Wnt*-type genes (*e*.*g*., *Wnt10a*) and β-catenin-interacting protein-1 (*Ctnnbip1*) were significantly up-regulated (1.9-fold and 1.6-fold, respectively) in microarray analyses. However, protein levels of phosphorylated β-catenin itself, as assayed through Western blotting, appeared unchanged (S2B Fig).

### Sep15 expression is negatively correlated with Stat-1/Stat-2 and Usp18 in NCI-60 cell lines

In the NCI-60 cell lines, CellMiner negatively correlated (*P<*0.05) mRNA expression of Sep15, but not TR1, with Stat-2 (Pearson’s coefficient: -0.29) and with Usp18 (Pearson’s coefficient: −0.43), the second highest up-regulated gene signal in cells lacking Sep15. Comparison of cell line signatures revealed that the opposing directions of mRNA transcript intensity scores (z-scores) for Sep15 and Stat-1 (Fig 6) were particularly significant (r = −0.65, *P<*0.01) for human cancer cell lines derived from central nervous system, leukemia and ovarian cancers. Stat-1 protein levels in NCI-60 cell lines supported the negative correlation with Sep15 mRNA expression (Fig 6).

**Fig 6:**
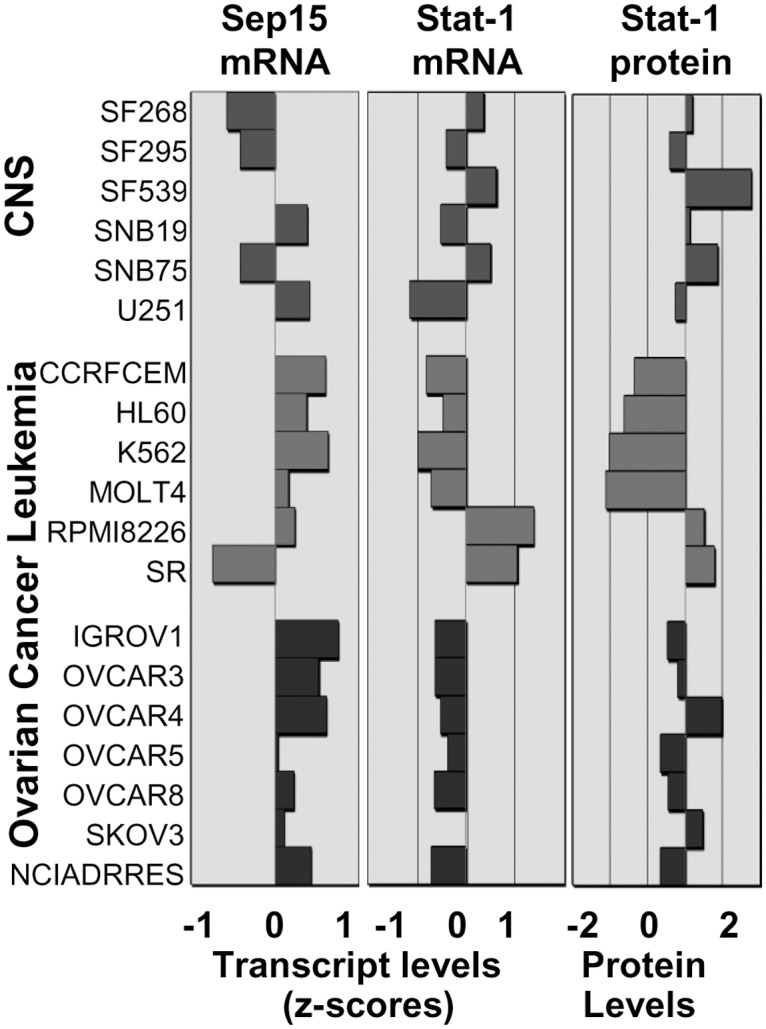
Signatures of selected NCI-60 cell lines for Sep15 and Stat-1. Opposing directions of transcript intensity scores (z-scores) for Sep15 and Stat-1 mRNAs were highly significant (r = -0.646, *P<*0.01) for human central nervous system (CNS), leukemia and ovarian cancer cell lines. Mean centered average protein activity patterns for Stat-1 (Stat-1_20 antibody) significantly correlated (r = 0.661, *P<*0.01) with Stat-1 mRNA expression.

## Discussion

Our objective has been to understand the roles of the selenoproteins Sep15 and TR1 in cancer initiation and development [8,11,17–19,27]. The current study exposed unexpected complexities and interactions between these two selenoproteins in their regulation of colon cancer. In light of the benefits of increased selenium intake found in colon cancer prevention [28,29], and the controversial results in the recent human clinical trial SELECT [30], wherein no benefits were found, our results are particularly relevant as dietary selenium’s cancer-preventive properties are primarily mediated through selenoproteins [31].

The selenoproteins Sep15 and TR1 have important roles in cellular redox-homeostasis. The differences between these two systems are clear from *in vivo* studies. A complete lack of cytosolic TR1 is embryonic lethal [12], whereas a systemic Sep15 deficiency does not result in an obvious phenotype in mice other than formation of cataracts [32]. Targeted down-regulation of these two genes provides effective means to investigate their function, regulation and interactions. Our results in mouse colon cancer cells demonstrate that differences in cell cycle regulation may have partially contributed to reversals of the observed cancer phenotypes. However, the underlying mechanism eliciting this phenotype appears to differ between cells lacking Sep15 versus those lacking TR1. Sep15 deficiency was previously found to inhibit cell proliferation in mouse [18] and human colon cancer cells [19], but not in mouse lung cancer cells [18]. In contrast, lack of TR1 significantly reduced the growth of mouse lung cancer cells [17]. Considering the similar effects of Sep15 and TR1 on the cancer phenotype, lack of both selenoproteins was anticipated to yield additive or synergistic responses. Surprisingly, this combined down-regulation failed to achieve effects observed with single knockdown. To investigate the molecular targets that were affected by single versus double knockdown, global gene expression changes were examined.

The gene most significantly down-regulated in shSep15 cells, alpha-fetoprotein (*Afp*), is a widely-used tumor marker for hepatocarcinoma known to interact with *Notch* [33], and is increased during tumorigenesis [34]. Thus, suppression of *Afp* in shSep15 cells might contribute to the observed anti-cancer effects. More importantly, loss of Sep15 alone in colon cancer cells appears to induce interferon-γ-regulated gene expression, whereas a lack of both Sep15 and TR1 resulted in up-regulation of components of the Wnt/β-catenin pathway, presumably allowing these cells to compensate for these oxidoreductases. Pathway analysis of the genes that were significantly different between shSep15 cells and controls indicated that many up-regulated interferon-regulated genes (*e*.*g*., *Usp18*, *Gbp-1*, *-2*, *-6*, *Nmi*, *Irf7*, *Irf9*, *Irgm2*) shared *Stat-1* as a common node. Stat-1 is a central mediator of interferons and exerts anti-tumor effects. Its activation induces genes typical of a type-I immune response. Thus, Stat-1 activation through lack of Sep15 may lead to classical activation of macrophages, resulting in anti-proliferative and anti-angiogenic activities. This may also help further explain our previous *in vivo* results, whereas Sep15 knockout mice appeared to be resistant to the formation of chemically-induced aberrant crypt foci [7]. Studies suggest that Stat-1 promotes activation of different caspase family members [35]. 

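Casp6, an executioner caspase that cleaves lamins, was at 8.49 ± 0.24 (log2, SD, n = 4) in shSep15 cells and 7.10 ± 0.54 (SD, n = 4) in control cells. It rose 2.61-fold (log2 1.38, standard error 0.25, adjusted p = 0.00926 from limma). It was also higher in shSep15 than in shTR1/shSep15 cells (log2 1.28, adjusted p = 0.0122). Casp6 lies on chromosome 3, and the 49 other genes of its run of neighbours there were higher in shSep15 cells by a median of 1.24 on the log2 scale. Fadd, the adaptor of death receptors, fell by 0.57 on the log2 scale (adjusted p = 0.0208). Casp6 and Fadd were the caspases and apoptosis regulators, of 27 measured, that passed the test.
The list as a whole had a camera adjusted p of 0.858 (0.929 with an estimated correlation). Casp6 passed without any single array but not when the model held only the shSep15 and control arrays (adjusted p = 0.0656, against at most 0.0395 in the other settings). Fadd had an adjusted p of 0.0697 without control replicate 4 and of 0.0832 and 0.078 without shSep15 replicates 3 and 4.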

Here, our microarray and qPCR results indicated a greater than two-fold up-regulation of caspase-6 mRNA in shSep15 cells (Fig 4H), which may be an important apoptotic signaling event in colon cancer cells [36,37]. Similarly, mRNA levels of caspase-12, which is known to process and activate inflammatory cytokines, were only significantly up-regulated in shSep15 cells (Fig 4I). The strong, statistically significant negative correlations between Sep15 and Stat-2, as well as Sep15 and Usp18, which regulates Stat-1 and Irf7 [38], in NCI-60 cell lines provided further support that Sep15 may interfere with Stat-mediated inflammation and apoptosis, and this will have to be investigated further.

Other studies have shown that ablation of TR1, an important regulator of redox homeostasis protecting cells against oxidative stress [15,39,40], inhibited cell growth and apoptosis [17,41,42]. In absence of TR1 in liver and other tissues, activation of the transcription factor Nrf2 and subsequent up-regulation of enzymes of the glutathione system are expected as part of an cell survival strategy [9,41,43]. Unexpectedly, neither Nrf2-regulated genes, nor glutathione-synthesizing or –reducing enzymes were significantly affected in our shTR1 or shTR1/Sep15 colon cancer cells. This lack of Nrf2-increase may highlight the importance of context, as this is one of the few studies to investigate gene changes in the absence of TR1 specifically in colon cancer cells. 

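Target genes of Nrf2, the transcription factor of the antioxidant response, showed no common direction in the arrays labelled shTR1, with 22 of 41 higher than in control cells (median log2 difference 0.07). In shTR1/shSep15 cells 28 of 41 were higher (median 0.23). Nfe2l2, the gene of Nrf2 itself, differed by 0.09 and 0.12 on the log2 scale (n = 4 arrays per line, adjusted p = 0.865 and 0.933 from limma). Genes of glutathione synthesis and reduction, 25 measured, were higher for 9 in the arrays labelled shTR1 and for 17 in shTR1/shSep15 cells.
Of the Nrf2 targets 0 passed in limma in both lines. At an unadjusted p under 0.05 there were 1 higher and 2 lower in the arrays labelled shTR1 and 4 higher in shTR1/shSep15 cells (camera adjusted p = 0.759 and 0.0702, or 0.926 and 0.751 with an estimated correlation). In shTR1/shSep15 cells the camera adjusted p was 0.0454 and 0.0371 without shTR1/shSep15 replicates 1 and 3, and 0.0419 with probe sets that can match several transcripts left out. Of the glutathione genes 0 passed in limma in both lines, with 4 higher and 3 higher at an unadjusted p under 0.05, and 2 in shTR1/shSep15 cells when adjusted over the list alone (camera adjusted p = 0.759 and 0.17, or 0.865 and 0.674 with an estimated correlation).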

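Set against each other directly, shSep15 cells and the arrays labelled shTR1 differed in Ccr1, which was lower in shSep15 (log2 −3.45, n = 4 arrays per line, adjusted p = 0.000211 from limma), and in Afp (log2 −4.95, adjusted p = 0.00298). The interferon-induced genes were higher in shSep15 cells, Usp18 by 2.03 and Irgm2 by 2.08 on the log2 scale, but neither passed (adjusted p = 0.818 and 0.448). The median difference of the interferon-stimulated genes was 0.83 and that of the interferon-γ-inducible GTPases 1.68. In this comparison, chosen after seeing the data, 133 probe sets were higher and 159 lower in shSep15 cells. Camera gave these lists an adjusted p of 8.69e-07 and 6.91e-05, or 0.985 for both with an estimated correlation.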

Our results further showed that cells lacking TR1 responded with an increase in Usp18 mRNA expression, but without concomitant increases in the Stat-1-regulated genes as was seen in shSep15 cells. Usp18 inhibits Stat-signaling under physiological conditions in pancreatic beta-cells [38], but its role in colorectal cancer remains unknown. Thus, it is unclear if the high levels of Usp18 mRNA in shSep15 and shTR1 colon cancer cells support our results.

Combined down-regulation of Sep15 and TR1 resulted in unexpected recovery of the malignant phenotype in cancer cells, suggesting a compensatory or inhibitory mechanism between Sep15 and TR1, possibly because of changes in the regulation of the Apc-Wnt/β-catenin pathway. Inactivation of the tumor suppressor Apc (S3B Fig) is associated with activation of Wnt/β-catenin (S3C Fig), and is usually a key initiating event for tumorigenesis in familial and sporadic colon cancers [44]. This fits with our phenotypic observations in shTR1/shSep15 cells, and our analyses point to a significant involvement of the downstream effectors of the Wnt/β-catenin signaling pathway. For example, proliferin-1 (*Prl2c2*), the second highest up-regulated gene compared to controls, positively regulates angiogenesis and cell proliferation [45], and activates the Wnt pathway [46]. Furthermore, Tenascin (*Tnc*), the highest up-regulated gene in shTR1/shSep15 cells compared to controls, is found in restricted locations in normal adult tissues, including colon mucosa [47], and is a predictor of poor prognosis in colorectal cancer [48]. Increased expression of tenascin may facilitate tumor cell invasion and metastasis [47,48], possibly explaining maintenance of the cancer phenotype in shTR1/shSep15 cells. It is difficult to deduce from this type of analysis whether a direct connection exists between Wnt/β-catenin signaling and either Sep15 or TR1, or whether the Wnt/β-catenin pathway is only induced after down-regulation of both Sep15 and TR1. However, the changes in this pathway appear to be logical for colon tumorigenesis and may explain the loss of anti-cancer effects in double-knockdown cells. Kipp *et al*. reported that oxidative activation of the Wnt-signaling pathway may occur through selenium restriction [49]. In regard to selenium status in relation to the data reported herein, our previously published results showed that dietary selenium status had no additional effects on the ability of shSep15 colon cancer cells to form lung metastases [18]. These data, however, are too limited to speculate on the possible effects of selenium status on the observations with Sep15 and TR1 single knockdowns, or the double knockdown, and such assessments must await future studies.

In conclusion, we demonstrated that transfection of mouse colon carcinoma CT26 cells with either shSep15 or shTR1 partially reversed the cancer phenotype. This response was mediated by two different pathways. Targeted down-regulation of Sep15 resulted in up-regulation of Stat-mediated inflammatory pathways important in prevention of tumor promotion and maintenance. Consequently, our results provide evidence that Sep15 may be involved in the regulation of not only cancer initiation [7], but also tumor promotion. Dual tumor development functions have already been described for TR1 [8,17,31]. Reduced proliferation and decreased formation of lung metastases in shTR1 cells support a role for TR1 in the maintenance of colon tumors consistent with previous observations in lung cancer cells [17]. However, the molecular pathways through which these two selenoproteins with redox-functions accomplish these goals appear to be very different, because combined down-regulation of TR1 and Sep15 no longer resulted in the anti-cancer changes observed upon individual knockdown of either TR1 or Sep15. Instead, components of the Wnt/β-catenin pathway were significantly up-regulated, presumably to compensate for loss of two antioxidant systems, resulting in recovery of the original cancer phenotype. Based on this and previous observations, both Sep15 and TR1 appear to be involved in tumorigenesis, either at the stages of initiation and/or promotion [7,18,19,50], and thus may be potential targets for cancer therapy. Since the differential expression of these two selenoproteins has been linked to variable cancer incidence and mortality, they also may serve as viable biomarkers for identifying individuals who are more likely to respond to dietary interventions.

## Supporting Information

S1 Fig mRNA levels of selenoproteins. mRNA levels of **(A)** GPx1; **(B)** GPx2; and **(C)** SelM in cells stably transfected with the control, shSep15, shTR1 or shTR1/shSep15 constructs, as measured using real-time RT-PCR, and expressed relative to *Gapdh*. Columns, mean (*n* = 3–6); bars, SE; (*P<0.05).
(TIF) Click here for additional data file.

S2 Fig Protein expression of Afp and β-catenin. Protein expression of (**A**) Afp, and (**B**) phosphorylated-β-catenin, in cells stably transfected with the control, shSep15, shTR1 or shTR1/shSep15 constructs, as determined by Western blotting, and expressed relative to α-tubulin.
(TIF) Click here for additional data file.

S3 Fig Ingenuity Pathway Analyses. **(A)** Network analysis of shSep15 vs. control cells with *Stat-1* as the central molecule. Network of genes significantly changed exclusively in shTR1/shSep15 cells compared to plasmid-transfected controls showed involvement of regulators in the Wnt/β-catenin pathway, including **(B)** *Apc*, and **(C)** *Wnt*, *Ctnnbip1*, *Tnc* and *Axin1*.
(TIF) Click here for additional data file.

S1 Table Real-time quantitative RT-PCR primers. List of primers used to measure the mRNA levels of selenoproteins and genes regulated by targeted down-regulation of Sep15, TR1 or both, by real-time quantitative RT-PCR.
(DOCX) Click here for additional data file.

S2 Table Microarray summary of the 20 most strongly up-/down-regulated gene signals among statistically significant gene changes compared to controls (*P<*0.05). (DOCX) Click here for additional data file.

## References

[1] American Cancer Society. Cancer Facts & Figures 2013. Atlanta: American Cancer Society, 2013.

[2] Duffield-LillicoAJ, DalkinBL, ReidME, TurnbullBW, SlateEH, JacobsET, et al Selenium supplementation, baseline plasma selenium status and incidence of prostate cancer: an analysis of the complete treatment period of the Nutritional Prevention of Cancer Trial. BJU Int. 2003;91: 608–612. 1269946910.1046/j.1464-410x.2003.04167.x

[3] JaoSW, ShenKL, LeeWP, HoYS. Effect of selenium on 1,2-dimethylhydrazine-induced intestinal cancer in rats. Dis Colon Rectum. 1996;39: 628–631. 864694710.1007/BF02056940

[4] AlmondesKG, LealGV, CozzolinoSM, PhilippiST, RondóPH. The role of selenoproteins in cancer. Rev Assoc Med Bras. 2010;56: 484–488. 2083564910.1590/s0104-42302010000400025

[5] ApostolouS, KleinJO, MitsuuchiY, ShetlerJN, PoulikakosPL, JhanwarSC, et al Growth inhibition and induction of apoptosis in mesothelioma cells by selenium and dependence on selenoprotein SEP15 genotype. Oncogene. 2004;23: 5032–5040. 1510782610.1038/sj.onc.1207683

[6] JablonskaE, GromadzinskaJ, SobalaW, ReszkaE, WasowiczW. Lung cancer risk associated with selenium status is modified in smoking individuals by Sep15 polymorphism. Eur J Cancer. 2008;47: 47–54.10.1007/s00394-008-0696-918239845

[7] TsujiPA, CarlsonBA, Naranjo-SuarezS, YooMH, XuX, FomenkoDE, et al Knockout of the 15 kDa selenoprotein protects against chemically-induced aberrant crypt formation in mice. PLoS One. 2012;7: e50574 10.1371/journal.pone.0050574 23226526PMC3514276

[8] YooMH, CarlsonBA, TsujiPA, TobeR, Naranjo-SuarezS, LeeBJ, et al Selenoproteins harboring a split personality in both preventing and promoting cancer In: HatfieldDL, BerryMJ, GladyshevVN, editors. Selenium—Its molecular biology and role in human health. 3rd ed New York: Springer Science + Business Media, LLC; 2012.

[9] Brigelius-FlohéR, MüllerM, LippmannD, KippAP. The yin and yang of nrf2-regulated selenoproteins in carcinogenesis. Int J Cell Biol. 2012;2012: 486147 10.1155/2012/486147 22654914PMC3357939

[10] PetersU, ChatterjeeN, HayesRB, SchoenRE, WangY, chanockSJ, et al Variation in the selenoenzyme genes and risk of advanced distal colorectal adenoma. Cancer Epidemiol Biomarkers Prev. 2008;17: 1144–1154. 10.1158/1055-9965.EPI-07-2947 18483336

[11] CarlsonBA, YooMH, TobeR, MuellerC, Naranjo-SuarezS, HoffmanVJ, et al Thioredoxin reductase 1 protects against chemically induced hepatocarcinogenesis via control of cellular redox homeostasis. Carcinogenesis. 2012;33: 1806–1813. 10.1093/carcin/bgs230 22791808PMC3514905

[12] KasaikinaMV, HatfieldDL, GladyshevVN. Understanding selenoprotein function and regulation through the use of rodent models. Biochim Biophys Acta. 2012;1823 1633–1642. 10.1016/j.bbamcr.2012.02.018 22440326PMC3408893

[13] LabunskyyVM, HatfieldDL, GladyshevVN. Selenoproteins: Molecular pathways and physiological roles. Physiological Reviews. 2014;94: 739–777. 10.1152/physrev.00039.2013 24987004PMC4101630

[14] ArnérES, HolmgrenA. The thioredoxin system in cancer. Semin Cancer Biol. 2006;16: 420–426. 1709274110.1016/j.semcancer.2006.10.009

[15] YooMH, XuXM, CarlsonBA, PattersonAD, GladyshevVN, HatfieldDL. Targeting thioredoxin reductase 1 reduction in cancer cells inhibits self-sufficient growth and DNA replication. PLOS One. 2007;2: e1112 1797187510.1371/journal.pone.0001112PMC2040202

[16] KorotkovKV, KumaraswamyE, ZhouY, HatfieldDL, GladyshevVN. Association between the 15-kDa selenoprotein and UDP-glucose:glycoprotein glucosyltransferase in the endoplasmic reticulum of mammalian cells. J Biol Chem. 2001;276: 15330–15336. 1127857610.1074/jbc.M009861200

[17] YooMH, XuXM, CarlsonBA, GladyshevVN, HatfieldDL. Thioredoxin reductase 1 deficiency reverses tumor phenotypes and tumorigenicity of lung carcinoma cells. J Biol Chem 2006;281: 13005–13008. 1656551910.1074/jbc.C600012200

[18] IronsR, TsujiPA, CarlsonBA, OuyangP, YooMH, XuXM, et al Deficiency in the 15 kDa selenoprotein inhibits tumorigenicity and metastasis of colon cancer cells. Cancer Prev Res. 2010;3: 630–639. 10.1158/1940-6207.CAPR-10-0003 20388823PMC2865577

[19] TsujiPA, Naranjo-SuarezS, CarlsonBA, TobeR, YooMH, DavisCD. Deficiency in the 15 kDa selenoprotein inhibits colon cancer cell growth. Nutrients. 2012;3: 805–817.10.3390/nu3090805PMC325773622254125

[20] KumaraswamyE, KorotkovKV, DiamondAM, GladyshevVN, HatfieldDL. Genetic and functional analysis of mammalian Sep15 selenoprotein. Methods Enzymol. 2002;347: 187–197. 1189840610.1016/s0076-6879(02)47017-6

[21] WrightME, DiamondAM. Polymorphisms in selenoprotein genes and cancer In: HatfieldDL, BerryMJ, GladyshevVN, editors. Selenium—Its molecular biology and role in human health. 3rd ed New York: Springer Science + Business Media, LLC; 2012.

[22] XuXM, YooMH, CarlsonBA, GladyshevVN, HatfieldDL. Simultaneous knockdown of the expression of two genes using multiple shRNAs and subsequent knock-in of their expression. Nat Protoc. 2009;4: 1338–1348. 10.1038/nprot.2009.145 19713955PMC2753455

[23] YooMH, CarlsonBA, TsujiPA, IronsR, GladyshevVN, HatfieldDL. Alteration of thioredoxin reductase 1 levels in elucidating cancer etiology. Methods Enzymol. 2010;474: 255–275. 10.1016/S0076-6879(10)74015-5 20609915PMC3088101

[24] HolmgrenA, M. B. Thioredoxin and thioredoxin reductase. Methods Enzymol. 1995;252: 199–208. 747635410.1016/0076-6879(95)52023-6

[25] ReinholdWC, SunshineM, LiuH, VarmaS, KohnKW, MorrisJ, et al CellMiner: A Web-Based Suite of Genomic and Pharmacologic Tools to Explore Transcript and Drug Patterns in the NCI-60 Cell Line Set. Cancer Res. 2012;72: 3499–3511. 10.1158/0008-5472.CAN-12-1370 22802077PMC3399763

[26] HsiehCM, YoshizumiM, EndegeWO, KhoCJ, JainMK, KashikiS, et al APEG-1, a novel gene preferentially expressed in aortic smooth muscle cells, is down-regulated by vascular injury. J Biol Chem. 1996;271: 17354–17359. 866344910.1074/jbc.271.29.17354

[27] HatfieldDL, TsujiPA, CarlsonBA, GladyshevVN. Selenium and selenocysteine: roles in cancer, health, and development. Trends in Biochemical Sciences. 2014;39: 112–120. 10.1016/j.tibs.2013.12.007 24485058PMC3943681

[28] ClarkLC, CombsGFJ, TurnbullBW, SlateE, ChalkerD, ChowJ, et al Effects of selenium supplementation for cancer prevention in patients with carcinoma of the skin. A randomized controlled trial. Nutritional Prevention of Cancer Study Group. JAMA. 1996;276: 1957–1963. 8971064

[29] Duffield-LillicoAJ, ReidME, TurnbullBW, CombsGF, SlateEH, FischbachLA, et al Baseline characteristics and the effect of selenium supplementation on cancer incidence in a randomized clinical trial: a summary report of the Nutritional Prevention of Cancer Trial. Cancer Epidemiol Biomarkers Prev. 2002;11: 630–639. 12101110

[30] LippmanSM, KleinEA, GoodmanPJ, LuciaMS, ThompsonIM, FordLG, et al Effect of selenium and vitamin E on risk of prostate cancer and other cancers: the Selenium and Vitamin E Cancer Prevention Trial (SELECT). JAMA. 2009: 1.

[31] IronsR, CarlsonBA, HatfieldDL, DavisCD. Both selenoproteins and low molecular weight selenocompounds reduce colon cancer risk in mice with genetically impaired selenoprotein expression. J Nutr 2006;135: 1311–1317.10.1093/jn/136.5.131116614422

[32] KasaikinaMV, FomenkoDE, LabunskyyVM, LachkeSA, QiuW, MoncasterJA, et al Roles of the 15-kDa selenoprotein (Sep15) in redox homeostasis and cataract development revealed by the analysis of Sep 15 knockout mice. J Biol Chem. 2011;286: 33203–33212. 10.1074/jbc.M111.259218 21768092PMC3190948

[33] VillanuevaA, AlsinetC, YangerK, HoshidaY, ZongY, ToffaninS, et al Notch signaling is activated in human hepatocellular carcinoma and induces tumor formation in mice. Gastroenterology. 2012;143: 1660–1669. 10.1053/j.gastro.2012.09.002 22974708PMC3505826

[34] CollierJ, ShermanM. Screening for hepatocellular carcinoma. Hepatology. 1998;27: 273–278. 942594710.1002/hep.510270140

[35] PensaS, RegisG, BoselliD, NovelliF, PoliV. STAT1 and STAT3 in tumorigenesis: two sides of the same coin? In: StephanouA, editor. JAK-STAT Pathway in Disease. Austin, TX: Landis Bioscience; 2009.

[36] LeeSC, ChanJ, ClementMV, PervaizS. Functional proteomics of resveratrol-induced colon cancer cell apoptosis: caspase-6-mediated cleavage of lamin A is a major signaling loop. Proteomics. 2006;6: 2386–2394. 1651886910.1002/pmic.200500366

[37] ChanJY, PhooMS, ClementMV, PervaizS, LeeSC. Resveratrol displays converse dose-related effects on 5-fluorouracil-evoked colon cancer cell apoptosis: the roles of caspase-6 and p53. Cancer Biol Ther. 2008;7: 1308–1312.10.4161/cbt.7.8.630218497562

[38] SantinI, MooreF, GriecoFA, MarchettiP, BrancoliniC, EizirikDL. USP18 is a key regulator of the interferon-drivengene network modulating pancreatic beta-cell inflammation and apoptosis. Cell Death and Disease. 2012;3: e419 10.1038/cddis.2012.158 23152055PMC3542594

[39] MaX, HuJ, LindnerDJ, KalvakolanuDV. Mutational analysis of human thioredoxin reductase 1. Effects on p53-mediated gene expression and interferon and retinoic acid-induced cell death. J Biol Chem. 2002;277: 22460–22468. 1195343610.1074/jbc.M202286200

[40] MoosPJ, EdesK, CassidyP, MassudaE, FitzpatrickFA. Electrophilic prostaglandins and lipid aldehydes repress redox-sensitive transcription factors p53 and hypoxia-inducible factor by impairing the selenoprotein thioredoxin reductase. J Biol Chem. 2003;278: 745–750. 1242423110.1074/jbc.M211134200

[41] PattersonAD, CarlsonBA, LiF, BonzoJA, YooMH, KrauszKW, et al Disruption of thioredoxin reductase 1 protects mice from acute Acetaminophen-induced hepatotoxicity through enhanced NRF2 activity. Chem Res Toxicol. 2013;26: 1088–1096. 10.1021/tx4001013 23697945PMC6334300

[42] GasdaskaJR, BerggrenM, PowisG. Cell growth stimulation by the redox protein thioredoxin occurs by a novel helper mechanism. Cell Growth Differ. 1995;6: 1643–1650. 9019170

[43] SuvorovaES, LucasO, WeisendCM, RollinsMF, MerrillGF, CapecchiMR, et al Cytoprotective Nrf2 pathway is induced in chronically txnrd 1-deficient hepatocytes. PLoS One. 2009;4: e6158 10.1371/journal.pone.0006158 19584930PMC2703566

[44] FoddeR. The APC gene in colorectal cancer. Eur J Cancer Prev. 2002;38: 867–871.10.1016/s0959-8049(02)00040-011978510

[45] WangJW, JiangYN, HuangCY, HuangPY, HuangMC, ChengWT, et al Proliferin enhances microvilli formation and cell growth of neuroblastoma cells. Neurosci Res. 2006 56: 80–90. 1687627510.1016/j.neures.2006.05.011

[46] WangXY, YinY, YuanH, SakamakiT, OkanoH, GlazerRI. Musashi1 modulates mammary progenitor cell expansion through proliferin-mediated activation of the Wnt and Notch pathways. Mol Cell Biol. 2008 28: 3589–3599. 10.1128/MCB.00040-08 18362162PMC2423292

[47] JuutiA, NordlingS, LouhimoJ, LundinJ, HaglundC. Tenascin C expression is upregulated in pancreatic cancer and correlates with differentiation. J Clin Pathol. 2004;57: 1151–1155. 1550967410.1136/jcp.2003.015818PMC1770485

[48] KressnerU, LindmarkG, Tomasini-JohanssonB, BergströmR, GerdinB, PåhlmanL, et al Stromal tenascin distribution as a prognostic marker in colorectal cancer. Br J Cancer. 1997;76: 526–530. 927503110.1038/bjc.1997.419PMC2227978

[49] KippA, BanningA, van SchothorstEM, MéplanC, SchomburgL, EveloC, et al Four selenoproteins, protein synthesis, and Wnt signaling are particularly sensitive to limited selenium intake in mouse colon. Mol Nutr Food Res. 2009;53: 1561–1572. 10.1002/mnfr.200900105 19810021

[50] HatfieldDL, GladyshevVN. The Outcome of Selenium and Vitamin E Cancer Prevention Trial (SELECT) reveals the need for better understanding of selenium biology. Mol Interv. 2009;9: 18–21. 10.1124/mi.9.1.6 19299660PMC2718722

# Supplementary material for: The 15kDa Selenoprotein and Thioredoxin Reductase 1 Promote Colon Cancer by Different Pathways
**Source:** PLoS One. 2015 Apr 17;10(4):e0124487. doi: 10.1371/journal.pone.0124487
**Supplement:** S1 Table — List of primers used to measure the mRNA levels of selenoproteins and genes regulated by targeted down-regulation of Sep15, TR1 or both, by real-time quantitative RT-PCR.

**Table S1**.

| **Target gene** | **Accession No** | **Sequence** |
| --- | --- | --- |
| Afp | NM_007423.4 | fwd GGGAATGGCCGACATTTTCAT  rev GCAGTGGCTGATACCAGAGT |
| Apc | NM_007462.3 | fwd TGGAGAAGCGTGCACAGCGAA  rev GCCGGCCAGCTTCATGGGAG |
| Casp6 | NM_009811.3 | fwd GAAGTGTTCGATCCAGCCGA  rev CTTGAAGTCGACACCTCGTGA |
| Casp12 | NM_009808.4 | fwd AGGGGAAAGTGCGAGTTTCAT  rev CTGTCTCCATTTCCTGAGCTGT |
| Ccnb1 | NM_172301.3 | fwd CGGAGAGGTTGACGTCGAGCAG  rev AGCGCTAAGCAGAAAGCCCCA |
| Ccnb1ip1 | NM_001111119.1 | fwd AGCAGCAAGTCTGCAGCAGG  rev ACCAAACAGGAAGCCACACGCC |
| Ccr1 | NM_009912.4 | fwd CTGGAAACACAGACTCACTGTC  rev GCCCACCACTCCAATGATGA |
| Gapdh | NM_008084 | fwd ATGTGTCCGTCGTGGATCT  rev GTTGAAGTCGCAGGAGACAA |
| Gbp-1 | NM_010259 | fwd GATTTCTCCCTGGATCTGGA  rev CACAGGCGAGGCATATTAAA |
| Gbp-6 | NM_194336.2 | fwd CTCTGGGACCAGGTTGCTAT  rev TGGATGCTTGCATTCTGGGT |
| Gpx1 | NM_008160 | fwd CAGGAGAATGGCAAGAATGA  rev GAAGGTAAAGAGCGGGTGAG |
| Gpx2 | NM_030677 | fwd ATCAAACGGCTCCTCAAAGT  rev GGGACGATATTCAGGGAATG |
| Ifi44 | NM_133871.2 | fwd CGGCTTGCACACAGATGATG  rev TGGTTTCATGGAATCGAACTGG |
| Irf7 | NM_016850.3 | fwd AGCTTGGATCTACTGTGGGC  rev GGGTTCCTCGTAAACACGGT |
| Ifnγ | NM_008337 | fwd GGCATAGATGTGGAAGAAAA  rev GGCCTGATTGTCTTTCAA |
| Il2rg | NM_013563.3 | fwd TGTTGGTTGGAACGAATGCC  rev AGGCCGAAAAGTTCCCTTGG |
| Nre2l2 | NM_010902.3 | fwd GGTTGCCCACATTCCCAAAC  rev GCAAGCGACTCATGGTCATC |
| Sel M | NM_053267 | fwd GATTGGAACCGTCTTCGAG  rev GTGCTTCATCACCAGGTTGT |
| Sep15 | NM_053102 | fwd TGGAACACAGACAGTGTGGA  rev TGACCAATGTAAGCATGCAA |
| Speg | NM_001085370.1 | fwd GAGACGAGAGCGAGCATTC  rev GAGTTCGAGGTCCGAGGTTG |
| Stat-1 | NM_001205313.1 | fwd GGATCGCTTGCCCAACTCTT  rev TTCCCTCCTGGGCCTGATTA |
| Tnc | NM_011607.3 | fwd CGACCTCACACACGAAGACA  rev CACTTCTTCCGTGGATGCCT |
| Tr1 | NM_015762 | fwd CTACAGACCATTGCCTTGCT  rev ACCTCCTACCCACAAGATCC |
| Usp18 | NM_011909.2 | fwd CAACGTGCCGTTGTTTGTCC  rev CAGCCGCTCTGTCAAGTCTG |

# Supplementary material for: The 15kDa Selenoprotein and Thioredoxin Reductase 1 Promote Colon Cancer by Different Pathways
**Source:** PLoS One. 2015 Apr 17;10(4):e0124487. doi: 10.1371/journal.pone.0124487
**Supplement:** S2 Table

**Table S2.**

| **Most up-regulated gene signals** | **shSep15 - Control** | |  | **shTR1 - Control** | |  | **shTR1/shSep15 - Control** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **Gene** |  | **Fold change** | **Gene** |  | **Fold change** | **Gene** |
|  | 136.4 | Ifi44 |  | 9.0 | Ccr1 |  | 9.0 | Tnc |
|  | 65.1 | Usp18 |  | 6.7 | Gm2666 |  | 7.5 | Prl2c2 |
|  | 31.1 | Gbp2 |  | 6.3 | Cd68 |  | 7.4 | Slc14a1 |
|  | 30.1 | Gbp6 |  | 5.9 | Al607873 |  | 5.4 | Btc |
|  | 20.7 | Irgm2 |  | 5.8 | Speg |  | 5.1 | Ccr1 |
|  | 14.3 | Gbp1 |  | 5.2 | Dmxl2 |  | 4.7 | Ifitm1 |
|  | 14.3 | Xaf1 |  | 5.1 | Prkar1b |  | 4.5 | Pthlh |
|  | 12.4 | Phf11 |  | 3.9 | Gcnt2 |  | 4.2 | Ngef |
|  | 11.0 | Eif4g3 |  | 3.7 | Irs1 |  | 4.2 | Thbs2 |
|  | 9.9 | Fpgt |  | 3.6 | Lyst |  | 4.1 | Prrx1 |
|  | 9.9 | Irf7 |  | 3.5 | Abhd6 |  | 4.0 | Cldn6 |
|  | 9.4 | Atp8a1 |  | 3.4 | Mipol1 |  | 3.9 | Pla2g7 |
|  | 8.8 | Igrp |  | 3.4 | Cldn6 |  | 3.7 | Syt7 |
|  | 8.6 | Gvin1 |  | 3.3 | Rpp40 |  | 3.6 | Slc14a1 |
|  | 8.4 | Tmem47 |  | 3.3 | Lmo7 |  | 3.6 | Cpn1 |
|  | 8.4 | Bank1 |  | 3.2 | Ngef |  | 3.4 | Rgl1 |
|  | 7.5 | Spint2 |  | 3.1 | Pgap1 |  | 3.4 | Rasa3 |
|  | 7.2 | Parp14 |  | 3.1 | Ap1s3 |  | 3.4 | Mmd |
|  | 7.2 | Sfmbt2 |  | 3.0 | Tecpr1 |  | 3.3 | Limk1 |
|  | 6.8 | Tmem47 |  | 3.0 | Selp |  | 3.3 | Thbs2 |

| **Most down-regulated gene signals** | **shSep15 - Control** | |  | **shTR1 - Control** | |  | **shTR1/shSep15 - Control** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **Gene** |  | **Fold change** | **Gene** |  | **Fold change** | **Gene** |
|  | 69.2 | Afp |  | 26.0 | Arhgef5 |  | 24.1 | Il2rg |
|  | 27.4 | Il2rg |  | 24.9 | Dppa2 |  | 18.5 | Dppa2 |
|  | 27.3 | Nefl |  | 21.0 | Il2rg |  | 6.4 | Nhedc1 |
|  | 23.9 | Klf2 |  | 10.4 | Lrrn4cl |  | 4.8 | Trim30 |
|  | 23.7 | Arhgef5 |  | 5.2 | Klf2 |  | 4.8 | Cyr61 |
|  | 21.2 | Dppa2 |  | 4.9 | Clu |  | 4.5 | Malat1 |
|  | 16.0 | Igfbp4 |  | 3.6 | Phrf1 |  | 4.4 | Cyr61 |
|  | 15.4 | Dppa2 |  | 3.6 | Tshz1 |  | 4.2 | Tshz1 |
|  | 13.3 | Lrrn4cl |  | 3.5 | Mfap5 |  | 4.1 | Prkx |
|  | 13.2 | Serpinf1 |  | 3.3 | Zfp191 |  | 4.0 | Zfp397 |
|  | 12.4 | Nefm |  | 3.2 | L2hgdh |  | 3.9 | Klf2 |
|  | 10.6 | Dppa4 |  | 3.1 | Zfp397 |  | 3.4 | Zadh2 |
|  | 10.6 | Il2rg |  | 2.8 | Atp1a3 |  | 3.2 | Gm13242 |
|  | 10.3 | Igfbp4 |  | 2.5 | Dennd2d |  | 3.0 | Csn3 |
|  | 9.9 | Ifitm1 |  | 2.4 | Anxa8 |  | 3.0 | Bptf |
|  | 9.7 | Krt20 |  | 2.4 | Ccdc80 |  | 3.0 | Kitl |
|  | 9.1 | Rhob |  | 2.4 | Jakmip3 |  | 2.9 | Taf15 |
|  | 8.3 | Col3a1 |  | 2.3 | Tmem119 |  | 2.9 | Zpf191 |
|  | 6. 

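Of the entries listed as lower in shSep15 cells, 18 of 20 could be matched to a probe set, and all 18 fell in the arrays at an adjusted p under 0.05 from limma, by folds from 6.42 to 69.2. Of those listed as lower in shTR1 cells 17 could be matched and 9 fell at that threshold, and of those listed as lower in shTR1/shSep15 cells 19 could be matched and 3 fell. Of the entries listed as higher, 11 of 18 matched rose in shSep15 cells, 3 of 19 in the arrays labelled shTR1 and 2 of 18 in shTR1/shSep15 cells. The table's own criterion is an unadjusted p under 0.05. By the methods' ANOVA as rebuilt here, all but 1 of the matched entries passed it in the listed direction. That 1 was among the 19 listed as lower in shTR1/shSep15 cells. Ifi44, listed with the largest rise of all, could not be matched. The largest rises among the matched entries were 65.2-fold for Usp18, 9.03-fold for Ccr1 and, short of the threshold, 8.98-fold for Tnc. Each entry was taken at its probe set with the largest difference in the listed direction, unless its gene was already listed in the same column. Such a repeat, as for Slc14a1, Thbs2, Tmem47 and Igfbp4, was taken at another probe set with a smaller difference. At the probe set with the highest mean signal, 25 of 36 entries passed for shSep15 cells, 10 of 36 for the arrays labelled shTR1 and 5 of 37 for shTR1/shSep15 cells.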

7 | Tshz1 |  | 2.3 | Pcdhb16 |  | 2.9 | Tlk1 |
|  | 6.4 | Krt18 |  | 2.3 | Gldc |  | 2.9 | Itsn2 |

How the deposited data were processed for this re-analysis (not part of the article)

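The arrays measured mRNA of CT26 mouse colon carcinoma cells stably transfected with the empty vector (control), shSep15, shTR1 or shTR1/shSep15, with 4 arrays from 4 different mRNA samples for each construct, 16 in all. The authors processed the arrays with the Robust Multi-Array Analysis algorithm, of which no version is given, and deposited background-corrected, normalized log2 signals per probe set. There were no missing values. The medians of the arrays lay close together and the upper quartiles differed more, so that the arrays are not exactly quantile-normalized as one set. These values were used as deposited. There was no count or depth to report, and the precision comes from 4 arrays per line.

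The table holds 45101 probe sets. The 64 control probe sets of the manufacturer were left out and 45037 were tested. Of these, 34945 carry 1 gene symbol, 932 several and 9160 none, and 34741 symbols were brought up to date through the gene number. A gene was represented by the probe set that carries its symbol alone and has the highest mean over all 16 arrays, which gave 18193 genes, 99.1% of them with a chromosome. Of 120 genes named in the paper's text or in S2 Table, 11 have no such probe set. Their results are not reported here. For the fold changes of S2 Table the probe set with the largest difference in the listed direction was taken, and another one where a gene is listed again in the same column.

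Grouping followed the labels of the arrays. The replicate numbers were not used as pairs, since nothing states what they stand for. Each probe set was fitted with limma (version 3.58.1, R 4.3.3) with a mean for each of the 4 lines, and moderated with an empirical Bayes step (12 residual and 2.58 prior degrees of freedom). The comparisons were each knockdown line against control, each single knockdown against shTR1/shSep15, and the difference between the effect of both hairpins and the sum of the effects of each (non-additivity). Probe sets changed in shTR1/shSep15 cells only are those past the threshold there and in neither single knockdown. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. Where all 4 arrays of a line lie beyond all 4 control arrays, the exact two-sided permutation test gives 0.0286, the smallest p it can give. On simulated data, in which known probe sets were raised by 0.5, 1, 2 or 4 on the log2 scale, the test recovered 32%, 68%, 98% and 100% of them in shSep15 against control, with 8 false calls among 157. These rates are those of the simulated data. In the real arrays the residual SD ran from 0.16 to 0.53, and another split of the shTR1 and control arrays gave 3128 calls.

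Gene lists were tested with camera of limma at its preset correlation of 0.01, and p-values were adjusted over 22 lists and 6 comparisons (132 tests). The lists were written from general knowledge with the paper's text and S2 Table in view: interferon-stimulated genes, interferon-γ-inducible GTPases, class I antigen presentation, interferons with their receptors and signalling, caspases and apoptosis regulators, Wnt components, Wnt target genes, Nrf2 target genes, glutathione synthesis and reduction, selenoproteins, the thioredoxin system and redox regulation, G2/M genes, S-phase genes, endoplasmic reticulum folding, DNA repair, ATP-binding cassette transporters, ubiquitin-conjugating enzymes, epithelial, matrix and mesenchymal, leukocyte, and endothelial markers, and pluripotency genes. Chromosomes were tested the same way, adjusted over 100 tests. The overlap of the comparisons with shared control arrays was set against simulations of unchanged lines around the same controls.

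The comparisons, tests, lists and the following alternatives were chosen before the data were examined: moderation with an intensity trend, bright probe sets alone, the arrays of the lines compared alone, median centring, a further quantile normalization, the methods' ANOVA with and without adjustment, a 2-fold criterion, the replicate number as a block, each array left out, other choices among the probe sets of a gene, an estimated correlation in camera, and the rotation test fry. Chosen after seeing the data were a covariate for the hybridization signal of the spike-in probe sets, weights for the arrays, leaving out shTR1 replicates 2 and 4 with or without control replicate 2, and the direct comparison of the single knockdowns. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.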

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

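The tests on shTR1 replicates 2 and 4, the whole-chromosome test and the tests of RNA degradation and of a stress response below were chosen only after the result was seen. The paper states low passage numbers, 2 hairpin oligonucleotides and several independent clones, but no source says which clone, oligonucleotide, culture or batch each array stands for.

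Txnrd1 lies at or above the control level in shTR1 replicates 2 and 4, at 10.57 and 9.71 (log2), and at 7.85 and 7.89 in replicates 1 and 3, while at a second, weaker probe set replicate 2 (5.24) lies below all control arrays (5.51 to 6.58) and replicate 4 (5.58) among them. At the weakest probe set it is replicate 4 (3.48) that lies below all control arrays (3.54 to 4.09) and replicate 2 (3.56) among them. Control arrays under a wrong label are argued against by other genes: of the 34 probe sets past the threshold without replicate 2, 97.1% lie beyond all controls in replicate 2, and of the 48 past it without replicate 4, 87.5% do in replicate 4. RNA of the shSep15 line is argued against by Selenof, at 11.73 in the lower of both arrays, above every control array. What stays open is a loss of the knockdown in part of the shTR1 samples, a difference between clones or hairpin oligonucleotides, a wrong label from outside these lines, and whether the high interferon-induced genes of both arrays, such as Usp18, go with either. No test here decides between them.

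Genes of chromosome 3, on which Selenof itself lies, are higher in shSep15 cells. The median log2 difference was 0.47 over 556 genes at or above the median signal, 419 of them higher (75.4%). Over all 913 genes of the chromosome it was 0.09. Camera gave the chromosome an adjusted p of 1.56e-08 (0.0221 with an estimated correlation). The interferon-induced genes of that chromosome do not account for the rise. Without them the median at or above the median signal was 0.466. Nor does the hybridization signal account for it, with a median of 0.400 after its covariate. A gain of the whole chromosome in the shSep15 line cannot be told apart from a gain of a part or from regulation. The lowest of 11 runs of neighbouring genes was at 0.0883 where the median run was at 0.631 and the highest at 1.25, and no DNA was measured.

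Control replicate 2 stands apart from the other control arrays, with a residual SD of 0.534. Fos was at 13.52 there and at 6.81 in the mean of the other controls, Hspa1b at 13.00 and 6.78, and Ccl2 at 13.19 and 5.87. Leukocytes in the sample are argued against by their markers, with a median difference of −0.0178 (log2) from the other controls. Degraded RNA remains a candidate explanation by the 3' minus 5' signal alone. Its mean over Gapdh and actin was 0.337, against 0.140 to 0.296 in the other 15 arrays, carried by actin (0.786) and not by Gapdh (−0.113). That signal does not address the rises of Fos, Hspa1b and Ccl2, whose highest values in the other 15 arrays were 8.72, 8.83 and 6.13. Genes of an immediate-early and heat-shock response had a median difference of 4.07 over 24 genes, against at most 0.345 in 10000 random sets. The list was drawn up after several of its genes had been seen, so this size is not independent evidence. The tests thus do not decide between such a response and degraded RNA.

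Among 212 groups of 4 arrays tested for a single array apart from its group (Dixon ratio), 27 passed, and chance gives about 1 in 20. In control cells these were, for replicate 2, Gbp2b (0.851), Gbp2 (0.832), Irf2 (0.941), the means of the interferon-γ-inducible GTPases (0.835), of interferons with their receptors and signalling (0.937) and of the ATP-binding cassette transporters (0.986). For replicate 3 they were Irgm2 (0.967) and Ccr1 (0.931), and for replicate 1 the mean of the epithelial markers (0.898). In shSep15 cells they were, for replicate 1, Usp18 (0.863), Irgm2 (0.895), Gbp6 (0.833), Nmi (0.862), Axin1 (0.856) and the means of the interferon-stimulated genes (0.849) and of the endothelial markers (0.927). For replicate 2 they were Afp (0.916), Irf3 (0.869) and the mean of the leukocyte markers (0.966). In the arrays labelled shTR1 they were Tnc in replicate 1 (0.897) and Gbp2b (0.830) and Gbp6 (0.881) in replicate 4. In shTR1/shSep15 cells they were, for replicate 2, Igtp (0.971), Gbp6 (0.835), Ccr1 (0.862), Irf2 (0.870) and the mean of interferons with their receptors and signalling (0.941).

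The effect of both hairpins differed from the sum of the effects of each for 1282 probe sets, by a median of −2.93 for the interferon-stimulated genes, and by −10.7 for Usp18, 7.95 for Afp and 9.60 for Arhgef5. With shTR1 replicates 2 and 4 left out these were 519 probe sets and a median of −2.06. Additive effects could not show in full for Arhgef5 and Usp18, whose sums lie outside the signals of all probe sets (1.81 to 14.17). The range of the arrays therefore sets part of the difference in these genes. Changes of a line that are not effects of its hairpin may also enter the counts and were not separated. The paper tests neither the list of G2/M genes nor chromosome 3. The median of chromosome 3 was 0.47 over genes at or above the median signal and 0.09 over all its genes. The G2/M genes were higher in shTR1/shSep15 cells by a median of 0.70 on the log2 scale, with means of 9.54, 7.64, 7.88 and 9.41 in control replicates 1 to 4 and 9.18 to 9.41 in shTR1/shSep15 cells, and a camera adjusted p of 0.751 with an estimated correlation.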

How the results depend on the processing

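The spike-in covariate, the array weights and both settings that leave out several arrays were chosen after the data were seen. Counts are probe sets past the threshold, and list values are camera adjusted p-values. The cause was not tested for any change below.

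Moderation with trend and robust gave 48 probe sets in shTR1 against control and 6 changed in shTR1/shSep15 only. Bright probe sets alone gave 4 changed in shTR1/shSep15 only, and 0.771 for the Nrf2 targets in shTR1. With only the arrays of the lines compared there were 345 in shSep15, 4 in shTR1 and 24 in shTR1/shSep15 against control (for shTR1 all lower, for shTR1/shSep15 15 higher and 9 lower), 3753 in shSep15 against shTR1/shSep15, 15 in shTR1/shSep15 only, and 0.951 for the Wnt targets in shTR1/shSep15. Median centring gave 18 in shTR1 against shTR1/shSep15. The Wnt targets in shTR1/shSep15 had 0.858 with quantile normalization and 0.968 with the mean of probe sets. Without probe sets of the _s_at or _x_at kind the Nrf2 targets in shTR1/shSep15 had 0.0419 (0.0371 to 0.751 over all settings).

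The methods' ANOVA without adjustment gave 5483 in shSep15, 5037 in shTR1 and 3368 in shTR1/shSep15 against control, 5665 in shSep15 and 4335 in shTR1 against shTR1/shSep15, 6923 non-additive, and 1866 in shTR1/shSep15 only. With adjustment it gave 556 in shSep15 and 53 in shTR1 against control, 738 in shSep15 and 9 in shTR1 against shTR1/shSep15, and 744 non-additive. The main limma test with a 2-fold criterion as well gave 500 in shSep15 and 47 in shTR1 against control, and 697 in shSep15 and 21 in shTR1 against shTR1/shSep15.

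The replicate number as a block gave 15 in shTR1 against shTR1/shSep15. The samples share only a number: of 24 pairs of arrays with the same number 8 had a residual correlation over 0.1, and 4 of 16 arrays correlated best with their own number.

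With the spike-in covariate there were 40 in shTR1 against control, 1877 in shSep15 and 66 in shTR1 against shTR1/shSep15, and 4 in shTR1/shSep15 only. The Nrf2 targets in shTR1 had 0.574, the S-phase genes in shTR1 0.306 with a reversed direction, and the Wnt targets in shTR1/shSep15 0.586. Array weights gave 2616 in shSep15, 222 in shTR1 and 68 in shTR1/shSep15 against control, 5525 in shSep15 and 1084 in shTR1 against shTR1/shSep15, 4462 non-additive and 28 in shTR1/shSep15 only, with 0.973 for the Nrf2 targets in shTR1 and 0.691 for the Wnt targets.

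With shTR1 arrays 2 and 4 left out there were 20 in shTR1 against control, 12 in shTR1 against shTR1/shSep15, 519 non-additive and 16 in shTR1/shSep15 only. The interferon-stimulated genes (0.601) and the GTPases (0.483) in shTR1 reversed direction, and the Nrf2 targets had 0.763. With control array 2 left out as well there were 37 in shTR1 and 29 in shTR1/shSep15 against control, 2488 in shSep15 against shTR1/shSep15 and 13 in shTR1/shSep15 only. The Nrf2 targets in shTR1 had 0.354, the S-phase genes in shTR1 0.128 with a reversed direction, and the Wnt targets 0.149. The interferon-stimulated genes and the GTPases in shTR1 were not reversed in this setting, so their reversal depended on control array 2.

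With an estimated correlation the interferon-stimulated genes and the GTPases in shSep15 both had 0.67, and with fry both had 0.11. With fry the Wnt components had 0.979 and the Wnt targets 0.755. Both methods ended all 22 list calls.

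Leaving out each array in turn gave these ranges. shSep15 against control ran from 437 (without shSep15 replicate 3) to 1176 (without control replicate 2), shTR1 from 25 (without control replicate 4) to 211 (without control replicate 1), and shTR1/shSep15 from 8 (without shTR1/shSep15 replicate 3) to 21 (without control replicate 2). Against shTR1/shSep15, shSep15 ran from 613 (without shSep15 replicate 4) to 1019 (without shSep15 replicate 2) and shTR1 from 5 (without shTR1/shSep15 replicate 4) to 250 (without shTR1 replicate 1). Non-additivity ran from 656 (without shSep15 replicate 3) to 2340 (without control replicate 2), and shTR1/shSep15 only from 1 (without shTR1/shSep15 replicate 2) to 12 (without shTR1 replicate 1). The Nrf2 targets in shTR1 ran from 0.366 (without shTR1 replicate 3) to 0.862 (without control replicate 3), those in shTR1/shSep15 from 0.0371 (without shTR1/shSep15 replicate 3) to 0.157 (without shTR1/shSep15 replicate 4), and the Wnt targets from 0.116 (without control replicate 2) to 0.932 (without shTR1/shSep15 replicate 1).

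No gene past the threshold in the main test or in a setting had opposite directions in both, while genes past it in neither changed sign in 88 cases with an array left out. Gene calls were ended in 78 cases by the methods' ANOVA with adjustment, 44 with the arrays of the lines compared alone, 36 with the block, 25 with median centring, 18 with quantile normalization, and 561 of all cases with an array left out.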

Differences from the paper's values

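The paper lists Gbp6 as 30.1-fold up in shSep15 cells in S2 Table (the paper's value). The probe sets of Gbp6 gave 4.05-fold and 2.55-fold, and Gbp7 rose 30.1-fold (log2 4.91) in these cells. For Gbp6 each alternative set before the data were examined also differs: 3.22 with the mean of probe sets, 4.05 without probe sets that can match several transcripts or with the highest-mean probe set, 4.18 with median centring and 4.04 with quantile normalization.

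For the gene listed as Gm13242, whose present symbol is Zfp980, the paper gives a decrease of 3.2-fold in shTR1/shSep15 cells (the paper's value). The ratio of control to shTR1/shSep15 cells was 0.906, so Zfp980 was 1.10-fold higher and not lower (adjusted p = 0.821). The alternatives set before the data were examined all differ too, with 0.906 for the highest-mean probe set, the mean of probe sets and without probe sets that can match several transcripts, 0.878 with median centring and 0.886 with quantile normalization.

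The paper counts 984 gene signals changed in shTR1/shSep15 cells alone (the paper's value) and states no threshold for this set beside that of its ANOVA. At an adjusted p the set held 2 probe sets. Alternatives set before the data were examined all differ: 1866 probe sets by the methods' ANOVA at an unadjusted p under 0.05 (1260 genes), 3 with quantile normalization, 2 with median centring and 4 among bright probe sets. That ANOVA was rebuilt here and need not be the paper's test. The gap between 984 and 1866 may therefore come from the test itself.

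Fold changes within 5% of the paper's in S2 Table were found for 17 of 18 matched entries listed as up in shSep15 cells and 18 of 18 as down, for 19 of 19 and 17 of 17 in shTR1 cells, and for 17 of 18 and 18 of 19 in shTR1/shSep15 cells. Besides Gbp6 and Zfp980, the entry outside this range was Mmd, listed as up in shTR1/shSep15 cells, with 4.61-fold against 3.4-fold in the paper.

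The paper states that Apc and Axin1 are lower in shTR1/shSep15 cells. Apc was at −0.45 (log2, adjusted p = 0.717) and Axin1 at 0.14 (adjusted p = 0.81). Another probe set of each was lower, Apc at −0.46 and Axin1 at −0.43, and these pass the methods' ANOVA without adjustment.

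The paper states that Wnt10a and Ctnnbip1 are higher in these cells. Wnt10a was 1.94-fold higher (adjusted p = 0.617, and also short of the methods' ANOVA without adjustment) and Ctnnbip1 1.71-fold (adjusted p = 0.26), or 1.57-fold at its other probe set (adjusted p = 0.46), against 1.6-fold in the paper. Ctnnbip1 passes the methods' ANOVA without adjustment.

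The paper states that Tnc is the most increased of the genes changed in shTR1/shSep15 cells alone and Speg among the increased genes in shTR1 cells. Their folds of 8.98 and 2.73 had adjusted p-values of 0.0957 and 0.162, and a second probe set of Speg had 5.80-fold, against 5.8-fold in the paper, with an adjusted p of 0.138. Both pass the methods' ANOVA without adjustment, and Tnc passes with the arrays of both lines alone. Tnc also passes in settings chosen after seeing the values: the spike-in covariate, array weights, and control replicate 2 with shTR1 replicates 2 and 4 left out.

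The paper names Irf7, Irf9, Igtp, Gbp2, Gbp2b and Gbp6 among the genes raised in shSep15 cells. All were higher but had adjusted p-values of 0.152, 0.132, 0.0809, 0.0751, 0.146 and 0.227. All 6 pass the methods' ANOVA without adjustment. The 30.1-fold rise that the paper gives for Gbp6 was found at Gbp7, which passed in limma (adjusted p = 0.0466). Igtp and Gbp2 also pass among bright probe sets and without shSep15 replicate 1, and Gbp2 without control replicate 2 and with the mean of probe sets. With array weights, a setting chosen after seeing the values, Igtp, Gbp2b and Gbp2 pass. With control replicate 2 and shTR1 replicates 2 and 4 left out, also chosen after seeing the values, these 3, Irf7 and Gbp6 pass. Among all gene calls made in these arrays, array weights ended 0, this last setting 35 and the spike-in covariate 32.

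The paper states that TR1 mRNA is lower in shTR1 cells, by qPCR. In the arrays labelled shTR1, Txnrd1 was at −0.96 against control (log2, adjusted p = 0.455), with 7.85 and 7.89 in replicates 1 and 3 and 10.57 and 9.71 in replicates 2 and 4. Its 2 other probe sets were also lower, at −0.85 and −0.39 (unadjusted p = 0.00608 and 0.0401, adjusted p = 0.224 and 0.404).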

Other observations

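Of the tests in this part, the covariate for the spike-in signal was chosen only after the result was seen.

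Genes of cell division were higher in shTR1/shSep15 cells than in the mean of the control arrays, but not than in every control array. The mean of the G2/M genes was 9.54, 7.64, 7.88 and 9.41 (log2) in control replicates 1 to 4 and 9.18 to 9.41 in shTR1/shSep15 cells, and that of the S-phase genes 8.79, 7.16, 7.76 and 8.53 against 8.48 to 8.69. Control replicates 1 and 4 thus lie at the level of shTR1/shSep15 cells, and the difference comes from control replicates 2 and 3. All 31 measured G2/M genes were higher (median log2 difference 0.70), as were 35 of 39 S-phase and DNA replication genes (median 0.57). By camera the adjusted p was 2.41e-07 and 1.08e-06, and with an estimated correlation 0.751 for both. Alone, 0 G2/M genes and 0 S-phase genes passed in limma, while 6 and 4 were higher at an unadjusted p under 0.05. Against shTR1/shSep15 cells the G2/M genes were lower in shSep15 cells, 30 of 31 (median −0.85, adjusted p = 1.39e-07, 0.751 with an estimated correlation). The S-phase genes were also higher in the arrays labelled shTR1 (median 0.34, adjusted p = 0.0187, 0.803 with an estimated correlation), a call that ended without control replicate 2 (0.984) or 3 (0.28) or shTR1 replicate 2 (0.447) or 3 (0.262), and whose camera direction turned to lower with the spike-in covariate (0.306).

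In shSep15 cells some genes of epithelial, pluripotent and endothelial cells fell. Krt20, an intestinal keratin, fell by 3.28 on the log2 scale (adjusted p = 0.00155 from limma), Dppa4, a partner of Dppa2, by 3.41 (adjusted p = 0.0125), and Selp, the P-selectin gene, by 2.64 (adjusted p = 0.00826). Selenop, the selenium carrier of plasma, rose by 1.96 (adjusted p = 0.000904), and Cdc25c, a phosphatase that opens mitosis, fell by 1.29 (adjusted p = 0.00591). Spint2, a protease inhibitor of epithelia, rose by 0.92 (adjusted p = 0.00749), and by 2.91 at another probe set (7.53-fold, adjusted p = 1.62e-06). By camera the adjusted p was 0.0553 for the epithelial markers, 0.0216 for the pluripotency genes, 0.012 for the endothelial markers (0.118 without control replicate 2), 0.0822 for matrix and mesenchymal markers, 0.0856 for leukocyte markers, 0.171 for the selenoproteins and 0.08 for endoplasmic reticulum folding. With an estimated correlation these were 0.751, 0.674, 0.674, 0.679, 0.751, 0.751 and 0.751. The epithelial markers passed without control replicate 1 (0.00888) or shSep15 replicates 1 (0.0441) or 2 (0.0329), the leukocyte markers without control replicate 1 (0.0167) or shSep15 replicate 2 (0.0308), matrix markers without control replicate 4 (0.0496) or shSep15 replicate 4 (0.0263), and endoplasmic reticulum folding without control replicate 1 (0.046) or shSep15 replicates 1 (0.00159) or 3 (0.0491).

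The arrays also hold genes that the paper measured by other means or in other samples. Ccnb1ip1 rose by 2.76 in shSep15 cells (adjusted p = 0.0162), a call that ended without control replicate 4 (0.0505) or shSep15 replicates 3 (0.0611) or 4 (0.0653). Its difference from control was 1.49 in the arrays labelled shTR1 and −0.08 in shTR1/shSep15 cells, and neither passed (adjusted p = 0.303 and 0.99). Casp12 was higher in shSep15 cells by 0.71 (adjusted p = 0.437), and by 1.02 at its other probe set (adjusted p = 0.188). It was lower in shTR1/shSep15 cells by 0.84 (adjusted p = 0.568). Between shSep15 and shTR1/shSep15 cells Casp12 passed, with a difference of 1.55 (adjusted p = 0.0294). That call ended with any of 6 single arrays left out (0.0563 to 0.107). Ifng, with a mean signal of 2.65 where the lowest value of all probe sets was 1.81, was too weak to be judged. Gpx1 differed by 0.41 in shSep15 cells (adjusted p = 0.231), Gpx2 by −0.11 (adjusted p = 0.875) and Selenom by 0.64 (adjusted p = 0.41). For the arrays labelled shTR1 these 3 differed by 0.38, −0.28 and 0.19 (adjusted p = 0.351, 0.562 and 0.811). Irf2, Irf3 and Stat5a differed by −0.18, −0.43 and −0.10 in shSep15 cells (adjusted p = 0.879, 0.269 and 0.856). The paper reports these genes from earlier arrays of Sep15 knockout mice, not from these cells.

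The interferon-stimulated genes were lower in shTR1/shSep15 than in control cells, 33 of 43 (median −0.47, camera adjusted p = 0.000245, 0.751 with an estimated correlation). Of these 0 passed in limma and 1 was lower at an unadjusted p under 0.05. Control replicate 2 carries much of the difference, with a list mean of 7.40 against 6.07 to 6.39 in the other controls and 5.77 to 6.04 in shTR1/shSep15 cells. Without it the median was −0.20 (camera adjusted p = 0.0465).

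Probe sets whose 4 arrays all lie beyond the 4 arrays of the other line numbered 2892 in shSep15 (6.42%), 1899 in shTR1 (4.22%) and 2219 in shTR1/shSep15 cells (4.93%) against control, where chance gives 2.86%.

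Other splits of the same arrays were counted for each comparison. No split but the real one was as large for shSep15 against control (885 probe sets, highest other split 4, with 1 split of 35 as large, the real one), shTR1/shSep15 against control (11, highest other 0), shSep15 against shTR1/shSep15 (1196, highest other 0), shTR1 against shTR1/shSep15 (33, highest other 5) and for probe sets changed in shTR1/shSep15 only (2, highest other 0). A share of 1 in 35 is the smallest that these splits can give. For non-additivity 2 of 100 groupings were as large as 1282, the real one included, and the other gave 2208. Chance is thus not excluded there, though few groupings were as large. Nor can chance be excluded for shTR1 against control, where 4 of 35 splits, the real one included, were as large (81, highest other 3128). A split with so many calls points to a structure of the samples, and this one parts the 4 arrays with the lowest spike-in signal from the 4 with the highest. With a covariate for that signal the real count was 40. Chance cannot be excluded for the interferon-stimulated genes in shSep15 cells either, where 4 of 35 splits gave a camera p as low (3.9e-17, lowest other 1.74e-40). All 3 others exchange shSep15 replicate 1, the array with the lowest interferon-stimulated genes of its line, for 1 control array and keep shSep15 replicates 2 to 4 together.

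Chromosome 18 was lower in shSep15 cells (camera adjusted p = 5.68e-06, 0.0135 with an estimated correlation). Its median was −0.18 over genes at or above the median signal and −0.10 over all its genes. Chromosomes 17 (adjusted p = 0.00502) and 4 (adjusted p = 0.012) were higher in these cells, with 0.799 and 0.842 at an estimated correlation. Over genes at or above the median signal their medians were 0.22 and 0.23, and over all their genes 0.06 and 0.04. In the arrays labelled shTR1, chromosomes 13 and 17 were higher, both with an adjusted p of 0.00427 (0.0636 and 0.799 with an estimated correlation). Over genes at or above the median signal their medians were 0.35 and 0.27, where the genes of all chromosomes at that signal had 0.07. Over all genes of chromosomes 13 and 17 the medians were 0.06 and 0.07.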
